# Strain-specific differences in brain gene expression in a hydrocephalic mouse model with motile cilia dysfunction

**DOI:** 10.1038/s41598-018-31743-5

**Published:** 2018-09-06

**Authors:** Casey W. McKenzie, Claudia C. Preston, Rozzy Finn, Kathleen M. Eyster, Randolph S. Faustino, Lance Lee

## Abstract

Congenital hydrocephalus results from cerebrospinal fluid accumulation in the ventricles of the brain and causes severe neurological damage, but the underlying causes are not well understood. It is associated with several syndromes, including primary ciliary dyskinesia (PCD), which is caused by dysfunction of motile cilia. We previously demonstrated that mouse models of PCD lacking ciliary proteins CFAP221, CFAP54 and SPEF2 all have hydrocephalus with a strain-dependent severity. While morphological defects are more severe on the C57BL/6J (B6) background than 129S6/SvEvTac (129), cerebrospinal fluid flow is perturbed on both backgrounds, suggesting that abnormal cilia-driven flow is not the only factor underlying the hydrocephalus phenotype. Here, we performed a microarray analysis on brains from wild type and *nm1054* mice lacking CFAP221 on the B6 and 129 backgrounds. Expression differences were observed for a number of genes that cluster into distinct groups based on expression pattern and biological function, many of them implicated in cellular and biochemical processes essential for proper brain development. These include genes known to be functionally relevant to congenital hydrocephalus, as well as formation and function of both motile and sensory cilia. Identification of these genes provides important clues to mechanisms underlying congenital hydrocephalus severity.

## Introduction

Hydrocephalus is a complex disorder with both genetic and environmental causes^1^. It results from accumulation of cerebrospinal fluid (CSF) in the ventricles of the brain that typically leads to ventricular enlargement, damage to the underlying ependyma and white matter and thinning of the cerebral cortex^2,3^. CSF is produced by the choroid plexus and flows from the lateral ventricles through the third ventricle, the aqueduct of Sylvius and the fourth ventricle before entering the subarachnoid space and finally being absorbed into the venous system^4,5^. Whether the hydrocephalus is genetic or acquired, CSF can accumulate due to an obstruction in the ventricular system, such as a tumor or aqueductal stenosis, or a functional defect in CSF production, flow, or absorption^2,3,6,7^.

Little is currently known about the genetic basis of congenital hydrocephalus. To date, only three genes have been directly linked to non-syndromic hydrocephalus in human patients: cell adhesion molecule *L1CAM*^8^, Wnt pathway inhibitor *CCDC88C*^9,10^ and tight junction protein *MPDZ*^11,12^. Genetic mouse models have confirmed the role of *L1CAM*^13,14^ and *CCDC88C*^15^ in development of hydrocephalus and identified several additional genes that have yet to be linked to human hydrocephalus^16^. Hydrocephalus is also associated with a variety of genetic syndromes, including Dandy-Walker syndrome, Walker-Warburg syndrome, Noonan syndrome, Joubert syndrome and primary ciliary dyskinesia^1,7,16^.

Primary ciliary dyskinesia (PCD) results from defects in the function of motile cilia and flagella^17–19^. Affected individuals typically suffer from chronic rhinosinusitis, chronic otitis media and male infertility, with situs inversus, hydrocephalus and female infertility present in some cases^17–19^. Motile cilia on the ependymal cells that line the ventricular surface of the brain play an important role in facilitating the flow of CSF through the ventricular system and perturbations in flow can result in hydrocephalus^16,17^. Although hydrocephalus is only sporadically associated with PCD in patients, it is far more common in mouse models^16^. We have demonstrated that congenic mouse models of PCD lacking ciliary proteins CFAP221, CFAP54 and SPEF2 all have a severe hydrocephalus on the C57BL6/J (B6) background but not on 129S6/SvEvTac (129) or a mixed (B6x129)F1 background^20–22^, indicating strain specificity in susceptibility to severe PCD-associated hydrocephalus. While there are defects in cilia-driven fluid flow on both backgrounds, ventricular dilatation and secondary damage to surrounding brain tissue are consistently more severe in mutants on the B6 background^23^. These findings are consistent with reports of severe hydrocephalus in other PCD models on the B6 background and an absence of severe hydrocephalus in models on the 129 background^16^. Several non-PCD models, including mice with mutations in the genes encoding L1CAM^24^, the fyn tyrosine kinase^25,26^, alpha-N-acetylglucosaminidase^27^ and nuclear receptor NR2E1^28^, also have a more severe hydrocephalus when backcrossed to the B6 strain compared to other genetic backgrounds. In addition, strain-specific differences in brain anatomy and physiology have been observed that could account for variability in disease pathogenesis^29^. These studies suggest that genetic modifiers of hydrocephalus segregate in certain strains and influence susceptibility to severe hydrocephalus.

To begin to understand the genes and pathways underlying hydrocephalus susceptibility, we performed a DNA microarray analysis to identify strain-specific differences in gene expression in whole brains from wild type mice and *nm1054* mice lacking ciliary protein CFAP221 (previously known as PCDP1), as the phenotypic differences have been well characterized and are particularly dramatic in this line^20,23^. Similar approaches have been effective at identifying strain-specific candidate genes and mechanisms influencing a variety of murine phenotypes, including susceptibility to infection^30^, craniofacial defects^31^, hypertension^32^, eye pigmentation defects^33^, alcohol sensitivity^34^, cigarette smoke sensitivity^35^ and social behavior^36^. We analyzed gene expression levels in brains from wild type and *nm1054* mice on the B6 and 129 backgrounds and identified strain-specific expression levels for a number of genes that cluster into distinct groups based on expression profile and biological function. These genes are implicated in a variety of cellular and biochemical processes essential for proper brain development, including several with known relevance to hydrocephalus and ciliogenesis, providing the first insight into pathways that may underlie susceptibility to severe congenital hydrocephalus.

## Results

### Microarray analysis uncovers genes with strain-specific expression

Loss of *Cfap221* in *nm1054* mutant mice results in PCD characterized by hydrocephalus, male infertility and airway abnormalities due to ciliary dysfunction^20,23,37,38^. Although no strain-specific differences have been observed for the reproductive or respiratory phenotypes, the hydrocephalus is more severe on the B6 background than 129 despite defects in ependymal cilia-driven fluid flow on both backgrounds^23^. To identify gene expression differences that might influence susceptibility to severe hydrocephalus in *nm1054* mice on the B6 and 129 backgrounds, we utilized a DNA microarray approach. As ependymal ciliogenesis occurs during the first week of life^39,40^, the microarray analysis was performed at P1 to ensure that gene expression data are not influenced by the substantial tissue damage that can occur as a result of CSF accumulation on the B6 background when *nm1054* mice age^20,23^. Gross hydrocephalus was not observed in any mice at P1.

RNA was isolated from whole brain, as the specific mechanisms underlying severe hydrocephalus remain unknown. DNA microarray analysis was performed on WT B6, WT 129, *nm1054* B6 and *nm1054* 129 samples to identify differences in gene expression between WT and *nm1054* mice, as well as between the B6 and 129 strains. 

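Each of the 12 arrays carries RNA of 1 whole brain taken at postnatal day 1, with 3 brains each from WT 129, *nm1054* 129, WT B6 and *nm1054* B6 mice. The Illumina MouseWG-6 arrays measured 45281 probes in a single colour. The authors computed the log2 intensities with GenomeStudio and GeneSpring GX and set the median of each probe over the 12 arrays to 0. A value therefore shows how far a brain lies above or below the others at that probe, and not how bright the probe is. Detection calls are not used here, so a weak gene cannot be told from an undetected one. Group means were compared with limma, and a difference is called where its Benjamini-Hochberg adjusted p is under 0.05 and its fold change over 1.5. The array medians ran from -0.17 in WT B6 replicate 1 to 0.11 in WT 129 replicate 1. Over all probes, the median difference between 129 and B6 was 0.15 log2 units in WT and 0.12 in *nm1054* brains, and 0.02 in each once every array was centred on its median. Without WT B6 replicate 1 the median in WT brains was 0.0936.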

There were 42,855 entities evaluated after QC analysis. 

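On the B6 background 99.8% of the 45281 probes, and on the 129 background 99.9%, differed by less than 1.5-fold between the mean of 3 *nm1054* and 3 WT brains. limma called 8 probes on B6, 3 higher and 5 lower in *nm1054*, and 9 on 129, 3 higher and 6 lower. The probes lower on both backgrounds were 3 probes of *Dbi* (*Acbp*), the probe of *3110009E18Rik* and ILMN_2647251, a probe with no gene name. At an unadjusted p under 0.05 there were 2769 probes on B6 and 1198 on 129. All 3 brains of a genotype lay above all 3 of the other for 9.22% of probes on B6 and 11.1% on 129, where chance gives 10%. The count on B6 rests on WT B6 replicate 1. Without that array it is 93, with 75 probes higher and 18 lower in *nm1054*, and the count on 129 is 13. Among the 75 are *Zbtb18* (1.22 log2 units), *Map2* (1.16 at ILMN_2709782), *Gpm6a* (0.98) and *Dpysl2* (0.88), genes chosen after their values were seen. Each value is of a single probe. Most of the 5 probes of *Zbtb18*, 6 of *Map2*, 3 of *Gpm6a* and 4 of *Dpysl2* are not called. WT B6 replicate 1 is also the 1 WT B6 brain with high signal of the sex-linked gene *Xist*. The WT B6 brains left without it both have high Y-linked signal, while *nm1054* B6 replicates 1 and 2 have high *Xist*. Genotype and sex are therefore not fully separated in the 93 calls.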

Most genes are expressed at similar levels in WT and *nm1054* brains. Line expression plots comparing WT and *nm1054* samples on the B6 (Fig. 1a) and 129 (Fig. 1b) backgrounds show most transcripts expressed at nearly the same level in WT and *nm1054* samples. 

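No motile cilia gene of a list was called between *nm1054* and WT brains, which does not show that their expression was equal. *Cfap221*, a ciliary gene that the deletion removes, was not called either. These values can therefore miss the loss of such a gene. Of 49 measured genes of a motile cilia list, limma called 0 in either strain (at an unadjusted p under 0.05, 2 on B6 and 1 on 129), and their median difference was -0.02 log2 units on B6 and -0.04 on 129. *Foxj1* changed by 0.16 (SE 0.13, adjusted p = 0.910) on B6 and -0.17 (SE 0.13, adjusted p = 1.00) on 129, and *Dnah5* by -0.06 and -0.03, with 3 brains per group. Over 23 gene lists with 424 measured genes, 1 gene was called on B6 (*Dbi*, 25 genes at an unadjusted p under 0.05) and 2 on 129 (*Dbi* and *Mcm6*, 20 at an unadjusted p under 0.05). On B6 the genes of the hydrocephalus list were higher in *nm1054* as a set by camera's preset correlation (median 0.06, adjusted p = 0.00193), but not with an estimated correlation (adjusted p = 0.940). On 129 the endothelium and pericyte genes were higher (median 0.12, adjusted p = 4.4e-07 with the preset and 0.0188 with an estimated correlation), with 0 of 14 called and 2 at an unadjusted p under 0.05, and fry gave an adjusted p of 0.140. The hypoxia genes passed on 129 with the preset alone (median 0.07, adjusted p = 3.8e-05, and 0.191 with an estimated correlation), with 0 of 17 called by limma, 2 at an unadjusted p under 0.05 and an adjusted p of 0.834 from fry. The proliferating progenitor genes likewise passed with the preset alone (adjusted p = 0.0427, and 0.807 with an estimated correlation), and without WT B6 replicate 1 the preset value was 0.0574.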

While some transcripts show variation between individual samples, only the transcript encoding the acyl CoA-binding protein (ACBP), also known as diazepam binding inhibitor (DBI), is consistently higher in the WT samples than the *nm1054* samples in both the B6 and 129 comparisons (Fig. 1a,b). 

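*Dbi*, the gene of ACBP, had far less signal in every *nm1054* brain than in every WT brain. Probe ILMN_1215469 had values of 3.58 ± 0.11 (mean ± SD, n = 3) in WT B6, -3.70 ± 0.30 in *nm1054* B6, 3.45 ± 0.10 in WT 129 and -3.70 ± 0.06 in *nm1054* 129 brains. The difference between *nm1054* and WT was -7.28 (SE 0.13, adjusted p = 9.4e-18) on B6 and -7.15 (SE 0.13, adjusted p = 1.3e-17) on 129. At ILMN_3150159 it was -7.97 and -7.52, and at ILMN_3071356 -2.55 and -2.35. At each of the 3 probes all 3 WT brains lay above all 3 *nm1054* brains in both strains (exact permutation p = 0.1, the smallest that 3 against 3 can give). The interaction of strain and genotype was 0.13 at ILMN_1215469 (adjusted p = 1.00). On B6, the methods' t-test ends the call of ILMN_1215469 (adjusted p from 1.9e-31 to 0.0577 over the settings tried) and of ILMN_3071356 (9.0e-16 to 0.154), but not that of ILMN_3150159.

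**Figure D1:**
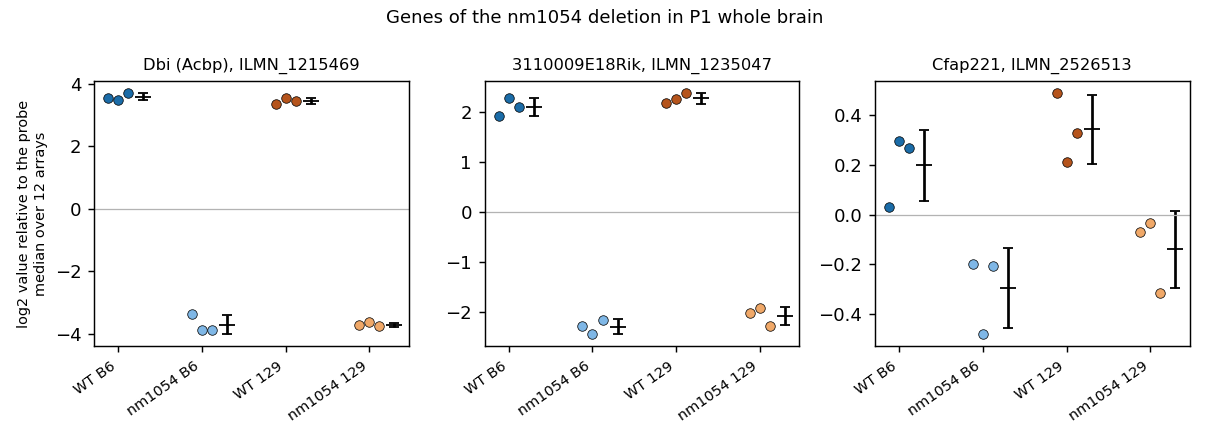
Values of *Dbi* (ILMN_1215469), *3110009E18Rik* and *Cfap221* in each of the 12 brains, as log2 relative to the probe's median over all arrays. Points are brains and bars are mean ± SD of 3. *Dbi* means were 3.58 in WT B6 and -3.70 in *nm1054* B6.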

The *Acbp* gene lies on mouse chromosome 1 within the *nm1054* deletion interval^20,37^, indicating that the microarray approach is effective at identifying expected differences in gene expression. 

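Few probes of genes beside the deletion were called between *nm1054* and WT brains. In the RefSeq annotation of GRCm38.p6, used here for gene order alone, 36 measured genes with 67 probes lie within 10 Mb of the deleted genes on chromosome 1. limma called 0 of these probes on B6 (4 at an unadjusted p under 0.05) and 1 on 129, at *Mcm6* (9 at an unadjusted p under 0.05). Among all 45281 probes, 2769 on B6 and 1198 on 129 had an unadjusted p under 0.05. The share beside the deletion was thus near that of all probes on B6 and higher on 129, a difference that was not tested. Their median absolute difference was 0.105 log2 units on B6 and 0.124 on 129, against 0.0927 and 0.0877 for other probes of the chromosome, with 3 brains per group. Without WT B6 replicate 1, limma calls 3 of the probes on 129, with *Clasp1* (-1.45) and *C1ql2* (-1.23) lower in *nm1054* brains, and 1 on B6, in *R3hdm1*, all chosen after their values were seen. With all arrays, quantile normalization, array weights and removal of the less variable probes each call the same 3 on 129, and centred arrays or the 129 arrays alone call *Mcm6* and *Clasp1*, while the methods' t-test calls 0.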

Five additional genes encoding CFAP221, SCTR, STEAP3, TMEM37 and a novel protein represented by GenBank accession number NM_028439 are removed by the *nm1054* deletion. 

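*3110009E18Rik*, the gene under which the RefSeq annotation of GRCm38.p6 lists the GenBank entry that the paper names, fell by 4.39 log2 units in *nm1054* B6 brains (SE 0.13, adjusted p = 4.0e-14) and by 4.35 in *nm1054* 129 brains (SE 0.13, adjusted p = 4.7e-14), with n = 3 per group. *Cfap221* changed less, by -0.49 (SE 0.13, adjusted p = 0.432) on B6 and -0.48 (SE 0.13, adjusted p = 1.00) on 129, and is not called. The pair of *Sctr* probes changed by -0.11 and -0.28 on B6 and by -0.38 and -0.31 on 129. *Steap3* changed by -0.09 and -0.29 on B6 and by -0.01 and 0.06 on 129, and *Tmem37* by -0.03 and 0.09. None of these probes of *Sctr*, *Steap3* and *Tmem37* was called by limma in either strain. On B6 the methods' t-test ends the call of *3110009E18Rik* (adjusted p from 1.7e-23 to 0.0816 over the settings tried).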

*Cfap221*, *Sctr*, *Steap3* and *Tmem37* expression was inconsistently present, marginal, or absent in the individual samples within sample groups, thereby preventing detection in the WT vs *nm1054* comparisons and *NM_028439* failed to pass QC analysis. To validate that the microarray was accurately detecting expected differences in gene expression, we confirmed that three of the genes deleted by the *nm1054* mutation (*Cfap221*, *Acbp* and *Sctr*) are not expressed in the *nm1054* brain relative to WT by quantitative RT PCR with RNA from equivalent P1 whole brain lysates (Supplementary Fig. S1).

**Figure 1:**
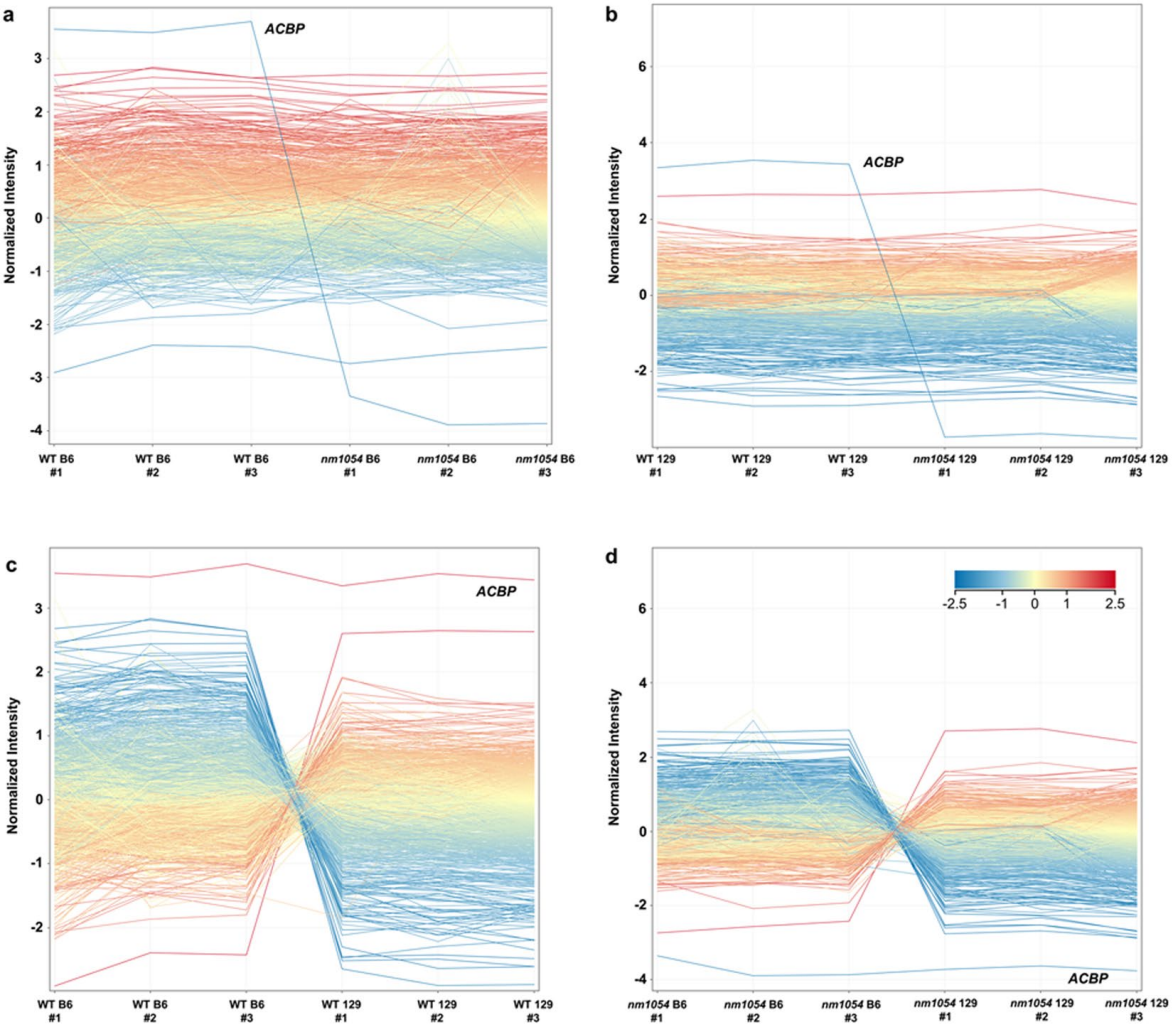
Line expression plots demonstrate differentially expressed transcripts in P1 mouse brains. A total of 42,855 entities were evaluated after quality control analysis, with most expressed at relatively similar levels in WT and *nm1054* brains on the B6 background (**a**) and 129 background (**b**). Only one gene deleted by the *nm1054* mutation (*Acbp*) is differentially expressed in the comparison of WT to *nm1054* brains (**a**,**b**). A large number of transcripts are differentially expressed between B6 and 129 brains in the WT comparison (**c**) and the *nm1054* comparison (**d**). Expression of *Acbp* is similar in the two strains (**c**,**d**).

In contrast to the comparison of WT and *nm1054* gene expression, the comparison of WT brains on the B6 and 129 backgrounds revealed that a large number of transcripts are expressed at substantially different levels between the two strains (Fig. 1c). 

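The named genes with the strongest deficit in WT 129 against WT B6 brains were *Pou6f1* (-5.76), *Zfp330* (-5.53), *Prrt4* (-5.25), *Tmem25* (-5.09), *Cox7a2l* (-5.09), *Epm2aip1* (-4.91), *Cops8* (-4.63), *Mak16* (-4.18), *Supt16* (-4.06) and *Wdr82* (-3.96), as log2 difference of 3 brains each. Among named genes, predicted ones left out, the strongest excess in WT 129 was at *Sstr1* (3.47), *Hbb-b2* (3.26), *Tmem87a* (2.89), *Timmdc1* (2.83), *Sfrp1* (2.70), *Masp2* (2.58), *Ocel1* (2.52), *Cuedc1* (2.41), *Paip1* (2.40) and *H2-Bl* (2.32). The predicted gene *Gm12091* (5.20) and the unnamed probe ILMN_1251114 (3.87), chosen after their values were seen, lie above them. Standard errors were 0.14 for *Pou6f1* and 0.16 for *Sstr1*, with adjusted p = 6.6e-16 and 6.1e-12. Over all probes, 163 calls were over 4-fold, of which 131 (80.4%) were higher in B6, and 12 were over 16-fold. Each value for a gene here is that of 1 probe. Of 81 genes with several probes and a difference over 4-fold relative to the median of all probes in WT brains, 66 had other probes that showed little of it. In *nm1054* brains these were 64 of 82. A large value at 1 probe therefore need not be a change in expression of the whole gene.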

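*Pou6f1* differed by -5.52 (SE 0.14, adjusted p = 1.5e-15) between *nm1054* 129 and *nm1054* B6, and *Zfp330* (-5.46), *Tmem25* (-4.98), *Prrt4* (-5.14), *Epm2aip1* (-4.99), *Cops8* (-4.38) and *Lrrc57* (-4.03) were lower in 129 too. *Cox7a2l* (-4.86), *Supt16* (-4.36) and *Mak16* (-4.01) complete the 10 named genes with the strongest deficit. Higher in *nm1054* 129 were *Sstr1* 3.30 (SE 0.16, adjusted p = 1.2e-11), *Hbb-b2* (3.19), *Sfrp1* (2.99), *Tmem87a* (2.74), *Masp2* (2.49), *Timmdc1* (2.49), *H2-Bl* (2.43), *Trappc12* (2.37), *Ocel1* (2.31) and *Adat2* (2.28), with n = 3 per group. 171 calls were over 4-fold, 147 of them (86.0%) higher in B6.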

A similar pattern is observed in the comparison of *nm1054* brains on the B6 and 129 backgrounds (Fig. 1d). In contrast to the differential expression of *Acbp* between WT and *nm1054* brains, the gene does not show a substantial difference between the B6 and 129 strains.

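*Dbi* did not differ between the strains at any of its 3 probes under the rule used here. In WT brains 129 minus B6 was -0.13 (SE 0.13, adjusted p = 0.529) at ILMN_1215469, -0.06 (adjusted p = 0.741) at ILMN_3150159 and 0.07 (adjusted p = 0.700) at ILMN_3071356, with n = 3 per group. In *nm1054* brains, where little signal is left, it was 0.39 (adjusted p = 0.0293) at ILMN_3150159 and 0.27 (adjusted p = 0.172) at ILMN_3071356. Quantile normalization makes ILMN_3071356 a strain call, at 0.63 in WT and 0.88 in *nm1054* brains.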

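The moderated F test of limma over WT 129, *nm1054* 129, WT B6 and *nm1054* B6 brains gave an adjusted p under 0.05 at 3795 of 45281 probes, with 3 brains per group. 1848 of these probes are called between 129 and B6 in WT or *nm1054* brains, 12 between *nm1054* and WT, and 1939 in no comparison of a pair of groups. *Pou6f1*, *Sstr1* and all 3 probes of *Dbi* are among them. Without WT B6 replicate 1 the count is 6004.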

Statistical analysis of the expression data using ANOVA identified 2,805 transcripts with a corrected p value less than 0.05. To eliminate transcripts that are least likely to have a biologically significant difference in strain-specific expression, the data were filtered by volcano plot analysis to apply a 1.5-fold threshold and all differences in expression that were below 1.5-fold were removed from the pools for both the WT (Fig. 2a) and *nm1054* (Fig. 2c) comparison. 

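Between WT 129 and WT B6 brains, 3528 probes had an adjusted p under 0.05 from limma, and 2018 of them lay under 1.5-fold. Between *nm1054* 129 and *nm1054* B6 brains there were 2913, with 1434 under 1.5-fold. *Ccdc88c* probe ILMN_1225808 (-0.44 in WT, adjusted p = 0.0495) lies under 1.5-fold, and so does *Dbi* probe ILMN_3150159 in *nm1054* brains.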

The line expression plots in Fig. 2 show the comparison of the combined B6 and 129 datasets after filtering out the transcripts below the 1.5-fold threshold. The only remaining transcripts for the WT (Fig. 2b) and *nm1054* (Fig. 2d) comparisons are those with consistent, statistically significant expression differences above the applied threshold.

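All 3 brains of a strain lay above all 3 of the other at 29.4% of the 45281 probes in WT and 29.3% in *nm1054* brains, where chance gives 10%. An offset between the arrays of the strains adds to this share, which is 23.3% and 23.1% once each array is centred on its median. Among called probes the strains were apart at 1498 in WT and 1475 in *nm1054* brains, which the call itself largely fixes.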

**Figure 2:**
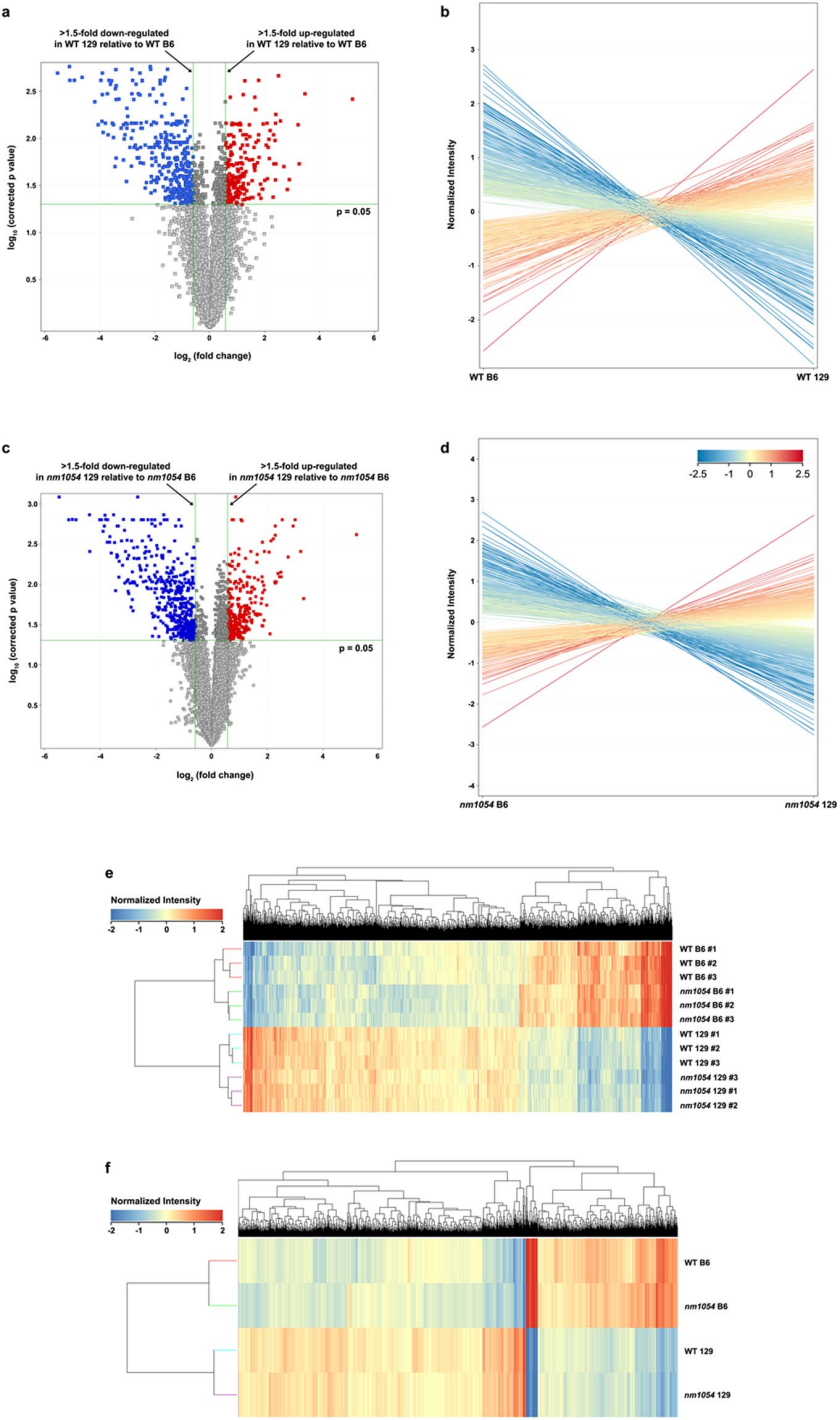
Statistical analysis distinguishes genes with significant strain-specific expression differences. ANOVA identified 2,805 transcripts with a corrected p value less than 0.05. Data for the WT comparison were filtered through a volcano plot to apply a 1.5-fold threshold (**a**) and the line expression plot shows the pool of differentially expressed genes between the WT B6 and WT 129 brains above the 1.5-fold threshold (**b**). Similarly, the *nm1054* comparison data were filtered through a volcano plot to apply the same 1.5-fold threshold (**c**), with the line expression plot showing the differentially expressed genes between the *nm1054* B6 and *nm1054* 129 brains above the applied threshold (**d**). Hierarchical clustering heat maps demonstrate differential expression profiles, with a comparison of individual sample profiles after filtering showing similar expression trends within sample groups (**e**). Combined profiles for the WT B6, *nm1054* B6, WT 129 and *nm1054* 129 groups reveal similar expression trends between WT and *nm1054* brains but more substantial variability between B6 and 129 brains (**f**).

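Component 1 separated the 6 brains of strain 129 (scores 27.4 to 29.0) from the 6 of B6 (-29.2 to -27.2) and held 85.2% of the variance over the 3795 probes of the F test. Component 2 held 5.81% and separated *nm1054* (-9.30 to -4.58) from WT brains (4.96 to 9.09) in both strains, so the 4 groups stood apart on the pair of components. Component 3 held 2.65% and set WT B6 replicate 1 (-13.6) apart from the other arrays (-6.01 to 5.45). Over all 45281 probes, components 1 and 2 held 49.7% and 16.1%. The 3795 probes were picked by a test on the same groups, which favours their separation.

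**Figure D2:**
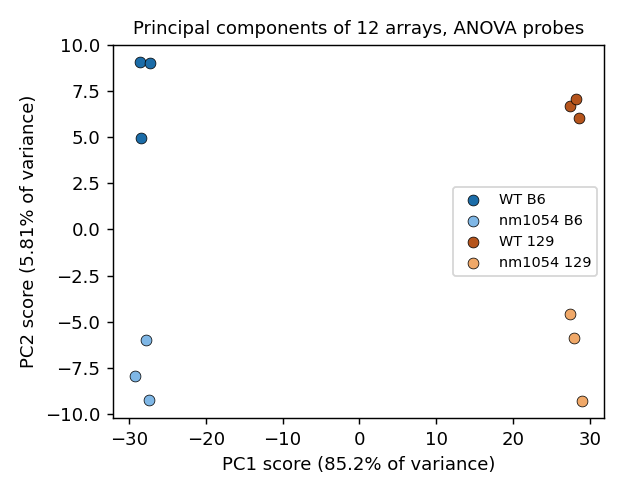
Scores of the 12 brains on components 1 (85.2% of variance) and 2 (5.81%) over the 3795 probes of the F test, with 3 brains per group.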

A principal component analysis (PCA) plot shows the individual samples falling consistently into four distinct sample groups: WT B6, *nm1054* B6, WT 129 and *nm1054* 129 (Supplementary Fig. S2). 

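Clustering of the 12 brains over the 1918 probes called in either strain comparison put the 6 brains of WT 129 and *nm1054* 129 on 1 branch and the 6 of WT B6 and *nm1054* B6 on the other. At 4 clusters, the 3 *nm1054* B6 brains and WT B6 replicates 2 and 3 formed a cluster each, WT B6 replicate 1 stood alone, and WT 129 and *nm1054* 129 brains were not told apart. The strain branches were the same with average linkage, over all probes and over the probes of the F test. The number of clusters that match a sample group was 1 here, 4 over the probes of the F test and 0 over all probes.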

A heat map showing transcript expression profiles for each individual sample after filtering on the volcano plot indicates that, while there are individual transcript differences, similar expression trends are observed within each sample group (Fig. 2e). The heat map in Fig. 2f shows the combined transcript expression profiles for the WT B6, *nm1054* B6, WT 129 and *nm1054* 129 groups. The combined profiles show similar expression trends between WT and *nm1054* regardless of genetic background. However, substantial variability in transcript expression is evident in the comparison of B6 and 129 samples, regardless of WT or *nm1054* comparison.

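Over the 3795 probes of the F test, the median absolute difference between 129 and B6 was 0.517 log2 units in WT and 0.508 in *nm1054* brains. Between *nm1054* and WT it was 0.130 on B6 and 0.0971 on 129, with 3 brains per group. Over all probes the strain differences were 0.182 and 0.160 and the genotype differences 0.0961 and 0.0860. The SD of the differences over all probes was 0.315 between strains in WT brains, 0.160 between genotypes on B6 and 0.138 on 129.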

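Between WT 129 and WT B6 brains limma called 1510 probes, 758 higher in 129 and 752 higher in B6. Between *nm1054* 129 and *nm1054* B6 brains it called 1479, 628 higher in 129 and 851 higher in B6, with 3 brains per group. On the means of all probes of a gene, 607 of 21946 genes were called in WT (269 higher in 129) and 609 in *nm1054* brains (254 higher in 129). The share of calls higher in 129, 50.2% in WT and 42.5% in *nm1054* brains, depends on the scaling of the arrays. After each array was centred on its median it was 29.3% (428 higher and 1035 lower) in WT and 26.8% (408 and 1117) in *nm1054* brains, and with quantile normalization 33.6% and 32.2%. In WT brains it also depends on WT B6 replicate 3, without which 1278 were higher and 755 lower in 129 (62.9%).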

Following statistical analysis, a total of 340 transcripts showed greater than 1.5-fold expression differences between WT B6 and WT 129 brains (Supplementary Table S1) and 539 transcripts showed expression differences between *nm1054* B6 and *nm1054* 129 brains (Supplementary Table S2). Of those differentially expressed transcripts, 311 were identified in both the WT and the *nm1054* comparison (Fig. 3a), indicating that these expression differences are inherent to the strains and not influenced by the *nm1054* mutation. 

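Called differences between 129 and B6 were much alike in WT and *nm1054* brains. 1071 probes were called in both, 427 higher in 129 and 644 higher in B6, all with the same sign, where independent lists would share 10.5 and 14.1. *Pou6f1*, *Fcer1g* and *Hbb-b2* are examples, with *Fcer1g* at -3.61 (SE 0.13, adjusted p = 1.6e-13) in WT and -3.89 in *nm1054* brains. The median absolute gap between the WT and *nm1054* differences of the shared probes was 0.12 log2 units, and over all 45281 probes the differences correlated with Pearson r = 0.805 and Spearman r = 0.476. 439 probes were called in WT brains alone and 408 in *nm1054* brains alone, and 423 and 392 of these had the same sign in the other. The interaction, which tests whether the strain difference itself differs between *nm1054* and WT brains, was called by limma at 1 probe, in *Mcm6* (3.07, SE 0.27, adjusted p = 4.2e-05), with 1851 probes at an unadjusted p under 0.05. It was called at 1 of the 439 and at 0 of the 408 (121 at an unadjusted p under 0.05). Without WT B6 replicate 1 it was called at 7 probes and without *nm1054* 129 replicate 2 at 5. The paper takes the transcripts found in both comparisons and concludes that their differences belong to the strains and do not depend on the mutation.

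**Figure D3:**
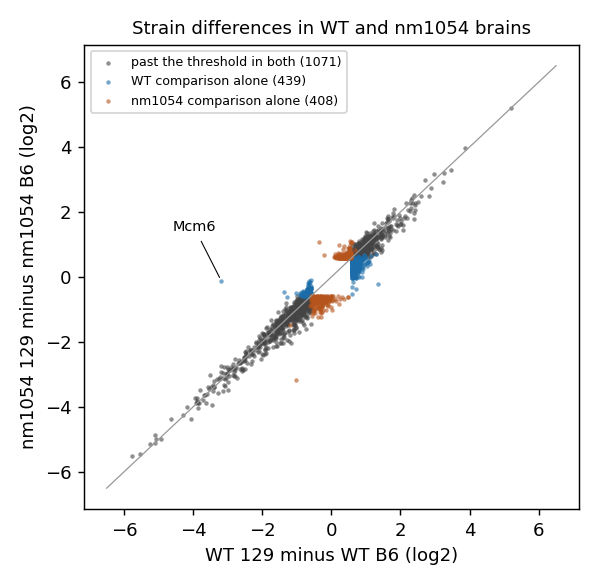
Difference between 129 and B6 in WT brains (horizontal) and *nm1054* brains (vertical), as log2, for the 1918 probes called in either. Colours mark the 1071 called in both, the 439 called in WT and the 408 called in *nm1054* brains alone. *Mcm6* has the called interaction. The line marks equal differences.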

Only *Acbp* was identified as differentially expressed between WT and *nm1054* brains in the B6 and 129 comparisons (Supplementary Tables S3,S4). In addition to the differentially expressed genes, there were a number of genes that were absent in all samples from one strain and present or marginal in all samples from the other, as well as genes present in all samples from one strain and absent or marginal in all samples from the other. 

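Apart from *Dbi* and *3110009E18Rik*, a probe without a gene name, ILMN_2647251, was lower in *nm1054* brains on both backgrounds, by -1.16 (SE 0.12, adjusted p = 6.6e-05) on B6 and -1.22 (SE 0.12, adjusted p = 2.3e-05) on 129. On 129, *Mcm6* rose by 3.11 (SE 0.19, adjusted p = 1.8e-08) and *Cntn2* by 1.44 (SE 0.16, adjusted p = 2.1e-04) in *nm1054*, ILMN_1238327 rose by 0.80 and *Npm3-ps1* fell by 0.84, with n = 3 per group. On B6, *Spag9* rose by 0.80 (SE 0.10, adjusted p = 0.00262) and *Map1b* by 0.86 at ILMN_2932081 and 0.78 at ILMN_2750248. The interaction has an adjusted p of 0.0815 for *Cntn2*, 0.0654 for *Spag9*, 0.219 for *Npm3-ps1* and 0.972 for ILMN_1238327. For *Map1b* it is 0.219 at ILMN_2932081 and 0.635 at ILMN_2750248. A difference between the strains is therefore called for *Mcm6* alone in this fit. With all arrays it is also called for *Cntn2* and *Spag9* with quantile normalization, centred arrays or array weights, for *Cntn2* after removal of the less variable probes, for *Map1b* and *Npm3-ps1* with array weights, and for ILMN_1238327 with array weights or quantile normalization. The interaction is called for *Cntn2*, *Spag9* and *Map1b* as well without WT B6 replicate 1 (1.57, -0.93 and -1.00), and for *Cntn2*, *Npm3-ps1* and *Csrp1* without *nm1054* 129 replicate 2 (1.55, -1.26 and -3.25). The other 3 probes of *Mcm6* (0.53, 0.53 and -0.29) and of *Cntn2* (0.72, -0.10 and -0.24) are not called on 129, nor are the other 4 of *Spag9* (0.04 to 0.14) and 2 of *Map1b* (0.10 and 0.43) on B6. ILMN_1237629 of *Cntn2* is called on 129 with quantile normalization (0.94), centred arrays (0.76), array weights (0.75) or WT B6 replicate 1 left out. *Csrp1*, chosen after its values were seen, is on chromosome 1 like *Mcm6* and *Cntn2* and changed by -2.29 (SE 0.52, adjusted p = 0.715) on 129, with values of -3.71, -0.46 and -3.83 in the 3 *nm1054* 129 brains. Without *nm1054* 129 replicate 2 its change is -3.40 and called, as it is with all arrays after removal of the less variable probes (-2.29) or with array weights (-2.74). When 1 array is left out, *Npm3-ps1* keeps its call only without *nm1054* 129 replicate 2 or WT B6 replicate 1, ILMN_1238327 only without WT 129 replicate 1 or either of those arrays, and *Map1b* ILMN_2750248 only without WT 129 replicate 1 or WT B6 replicate 1, while ILMN_2932081 loses it without *nm1054* B6 replicate 1 (adjusted p from 4.4e-04 to 1.00 over the settings tried). With only the arrays of the groups compared, *Spag9* and both probes of *Map1b* lose their calls on B6, and ILMN_1238327 and *Npm3-ps1* theirs on 129. A replicate block ends those of ILMN_2750248, ILMN_1238327 and *Npm3-ps1*, centred arrays those of ILMN_2750248 and *Npm3-ps1*, and quantile normalization that of ILMN_2750248. The methods' t-test keeps 1 probe of *Dbi* on B6 and the 3 of *Dbi* with *3110009E18Rik* on 129.

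**Figure D4:**
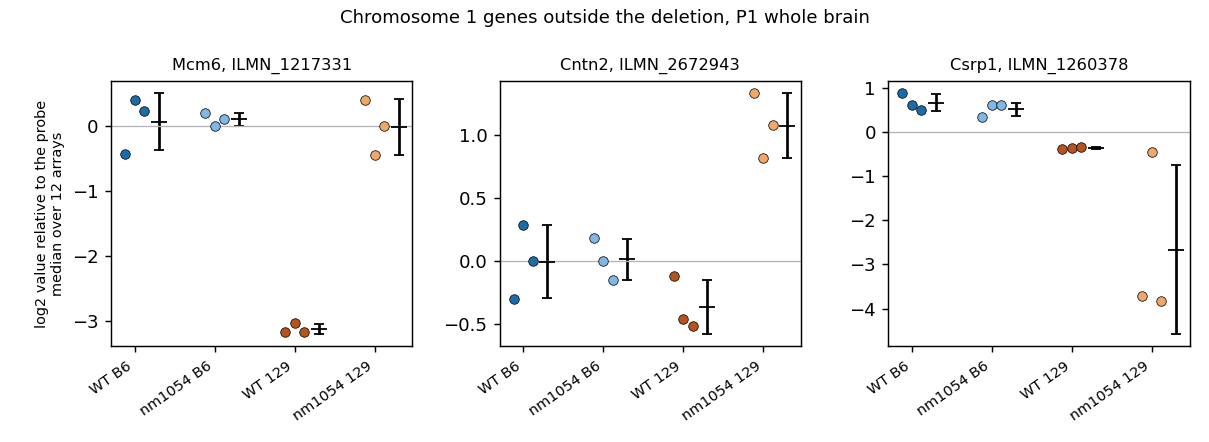
Values of *Mcm6* (ILMN_1217331), *Cntn2* (ILMN_2672943) and *Csrp1* in each of the 12 brains, as log2 relative to the probe's median over all arrays, with bars for mean ± SD of 3. On 129, *Mcm6* changed by 3.11 and *Cntn2* by 1.44.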

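All 63 transcripts of Table S5, listed as absent in B6, had a higher mean in 129 than in B6 brains in both WT and *nm1054* mice, by a median of 0.45 and 0.40 log2 units. limma called 13 of them higher in WT 129 and 9 in *nm1054* 129 brains, with 3 brains per group. Of the 69 transcripts of Table S6, listed as absent in 129, 64 had a higher mean in B6 brains in WT and as many in *nm1054* mice, by a median of 0.17 and 0.26, and 12 and 14 were called. After each array was centred, all 69 were higher in B6 in both. The paper picked these transcripts from the same arrays, so the direction follows in part from that choice.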

A total of 63 transcripts were absent in all B6 samples but present or marginal in the 129 samples (Fig. 3b, Supplementary Table S5) and 69 transcripts were absent in all 129 samples but present or marginal in the B6 samples (Fig. 3c, Supplementary Table S6). These transcripts would not appear in the analysis of differentially expressed genes and indicate that a subset of genes are actively expressed in one strain but not in the other. Similarly, 177 transcripts were present in all B6 samples but absent or marginal in the 129 samples (Fig. 3d, Supplementary Table S7) and 98 transcripts were present in all 129 samples but absent or marginal in the B6 samples (Fig. 3e, Supplementary Table S8). 

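Of 176 measured transcripts of Table S7, present in B6, 171 had a higher mean in B6 in WT brains and 172 in *nm1054* brains, with *Pou6f1* the strongest. The median excess in B6 was 0.79 log2 units in WT and 0.76 in *nm1054* brains, and limma called 97 and 109, with 3 brains per group. All 98 transcripts of Table S8, present in 129, were higher in 129 in both, by a median of 0.64 and 0.56, with 54 and 42 called. After each array was centred, 176 and 175 of Table S7 were higher in B6 and 96 and 97 of Table S8 higher in 129, in WT and *nm1054* brains.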

Although the large number of transcripts that are either differentially expressed between the two strains, present in only one strain, or absent in only one strain is likely due to the complexity of the tissue sample, the pool of transcripts is likely to include candidate genes for hydrocephalus susceptibility.

**Figure 3:**
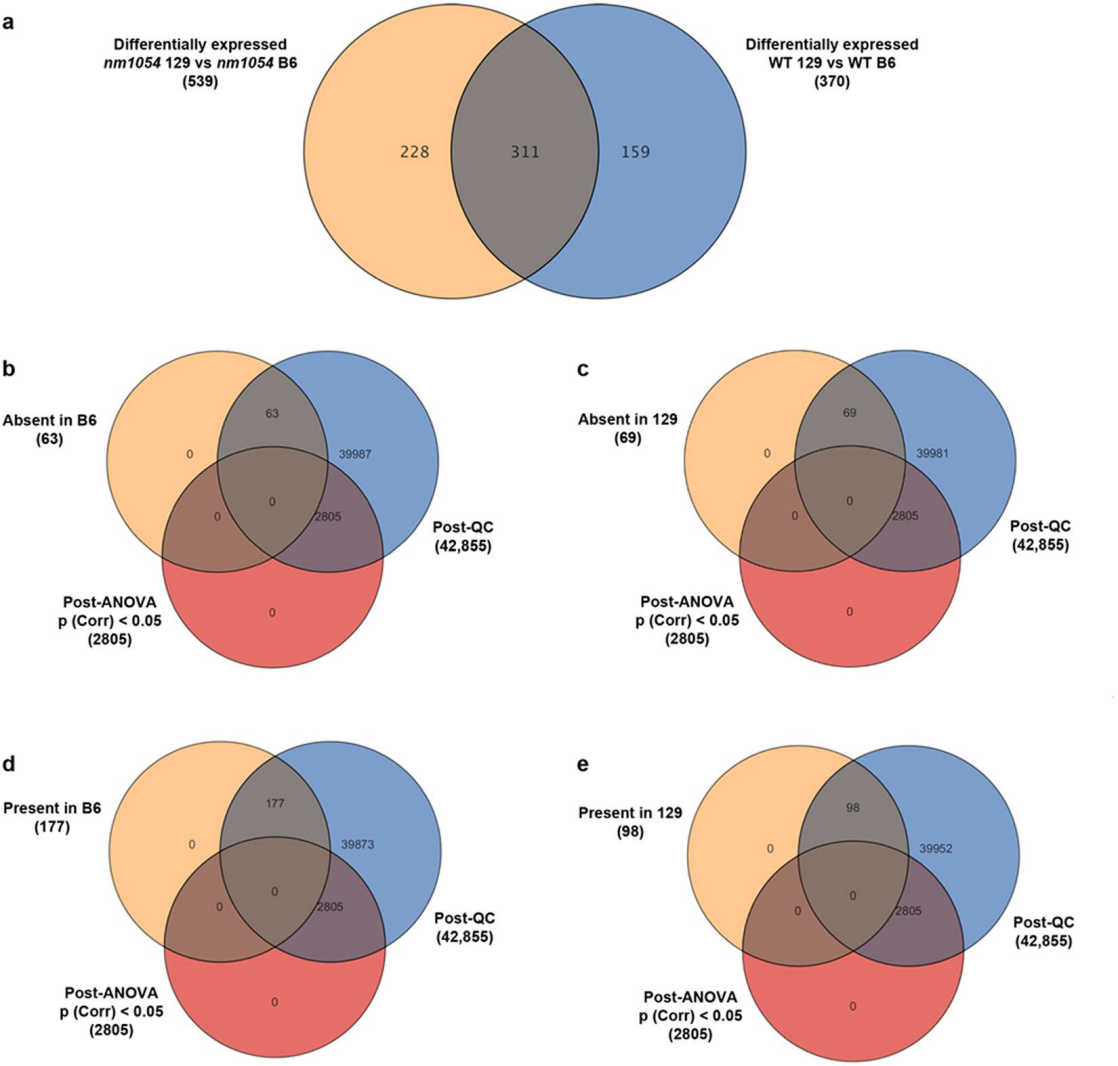
Venn diagrams demonstrate the number of differentially expressed genes. Following statistical analysis, 340 transcripts are differentially expressed between WT B6 and WT 129 brains and 539 transcripts are differentially expressed between *nm1054* B6 and *nm1054* 129, with 311 transcripts identified in both comparisons (**a**). Sixty-three transcripts were absent in all B6 samples but present or marginal in the 129 samples (**b**) and 69 transcripts were absent in all 129 samples but present or marginal in the B6 samples (**c**). Similarly, 177 transcripts were present in all B6 samples but absent or marginal in the 129 samples (**d**) and 98 transcripts were present in all 129 samples but absent or marginal in the B6 samples (**e**).

### Differentially expressed transcripts fall into distinct clusters and functional groups

The transcripts were clustered using the GeneSpring software into ten groups defined by distinct expression trends (Fig. 4a). 

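With 10 clusters over the 3795 probes of the F test, 4 clusters were higher in B6 and 2 higher in 129 by more than 1.5-fold in both WT and *nm1054* brains. The clusters higher in B6 held 26 probes at -4.24, 83 probes at -2.82, 172 probes at -1.69 and 326 probes at -0.96 log2 units for 129 minus B6. *Pou6f1*, *Zfp330* and *Prrt4* are in the first of these. The clusters higher in 129 held 293 probes at 1.01 and 57 probes at 2.17, with *Sstr1*, *Hbb-b2* and *Sfrp1* among the latter. From another random start, 5 clusters passed 1.5-fold, and 8 did over the 1918 probes called in either strain comparison.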

Three clusters (2, 4 and 5) show distinct trends of higher expression in B6 brains compared to 129, while two clusters (3 and 9) show distinct trends of higher expression in 129. The remaining groups show only minor expression differences between the two strains. 

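Of the remaining 4 clusters, 3 had small strain differences, with 710 probes at -0.48, 1292 probes at 0.42 and 833 probes at 0.44 log2 units for 129 minus B6. The last held 3 probes, a pair of *Dbi* and that of *3110009E18Rik*, with a strain difference of 0.10 and a difference between *nm1054* and WT of -6.55 on B6 and -6.34 on 129.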

Plotting meta-profiles for each of the clusters into a U-matrix revealed clusters that were similar or dissimilar in expression trend dynamics (Fig. 4b). In this analysis, highly similar profiles are separated by a white hexagon or node indicative of a Euclidean distance close to or equal to 1.0. Highly dissimilar profiles are separated by nodes colored in gray or black, which indicate Euclidean distance metrics that are between 0 and 1 or equal to 0, respectively.

**Figure 4:**
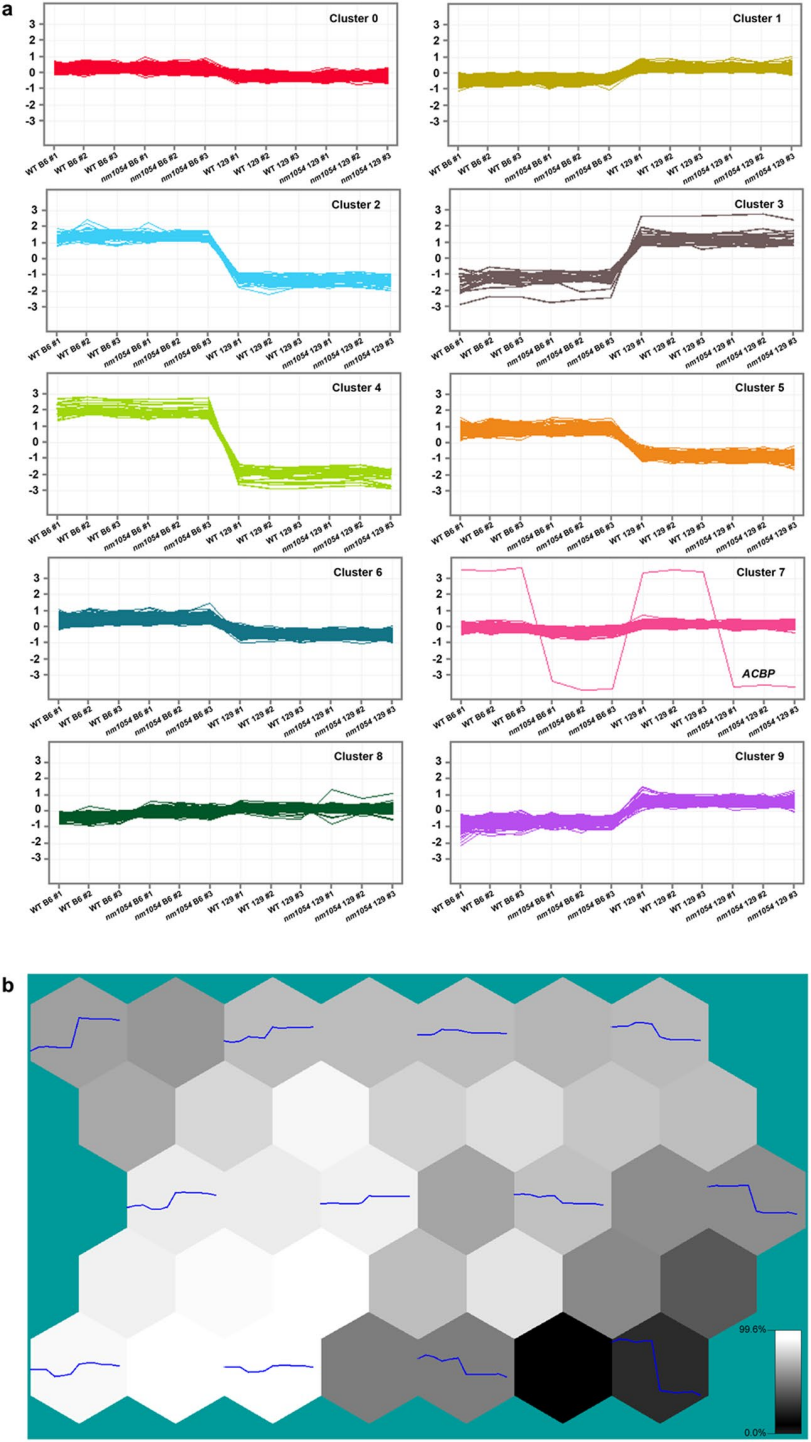
Gene clustering classifies distinct groups based on expression profiles. K-means clustering identifies ten groups with distinct expression trends (**a**). Three clusters (2, 4 and 5) show distinct trends of higher expression in B6 brains compared to 129, while two clusters (3 and 9) show distinct trends of higher expression in 129. U-Matrix view of gene expression meta-profiles for each group of genes identified by self-organizing map (SOM) clustering (**b**). Each hexagon, or node, containing a meta-profile (plotted in blue) is adjacent to a node that indicates the degree of similarity or dissimilarity to the following node and is depicted by a range of color from white (99.6% similarity) to black (0.0% similarity). The white connecting nodes between the expression profiles indicate clusters with a Euclidean distance metric close to 1.0, indicating high degree of similarity. The black or dark gray connecting nodes between the expression profiles indicate clusters with a Euclidean distance measure closer to 0 and are more dissimilar.

The genes identified as differentially expressed between the B6 and 129 strains encode proteins with a wide variety of functions. 

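Among 424 measured genes of 23 lists of cell types and functions, 17 differed between WT 129 and WT B6 brains (8 higher in 129) and 20 between *nm1054* 129 and *nm1054* B6 (11 higher), by limma on gene means with 3 brains per group. Of all 21946 genes, 607 and 609 did. At an unadjusted p under 0.05 there were 110 and 120 of the 424, against 12080 and 10042 of all 45281 probes. Counts of list genes at an unadjusted p are to be read against that high base. Microglia genes were lower in 129 as a set with camera's preset correlation and with fry, at a median of -0.18 log2 units in WT and -0.20 in *nm1054* brains. The adjusted p was 1.3e-05 and 1.3e-06 with the preset and 0.00370 and 0.00144 with fry, but the sets do not pass with camera's estimated correlation (adjusted p = 0.217 and 0.141). *Fcer1g* is the called gene of the 17, and 5 and 7 had an unadjusted p under 0.05. Choroid plexus genes were lower in 129 with camera's preset (median -0.11 and -0.08, adjusted p = 0.00787 and 0.00168), but not with an estimated correlation (adjusted p = 0.959 and 0.875). Of 17 choroid plexus genes, *Aqp1* (-0.62, SE 0.12, adjusted p = 0.00300) was called in WT and *Otx2* in *nm1054* brains, and 3 were called lower in WT 129 without WT B6 replicate 1. *Aqp1* lies under 1.5-fold without WT 129 replicate 1 (-0.56) or WT B6 replicate 2 (-0.53).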

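Of 12 red blood cell genes, *Hbb-b2* was higher in 129 in both comparisons at its 1 probe, and *Alas2* (0.71, SE 0.18, adjusted p = 0.0256) in *nm1054* brains. The paper lists a probe of another beta globin (*Hbb-b1* or *Hbb-bs*) as lower in WT 129. The globin probes thus do not share a direction. *Alas2* loses its call without *nm1054* 129 replicate 2 or 3 or any array of *nm1054* B6, and with centred arrays or array weights (adjusted p from 0.00404 to 0.116 over the settings tried). Without WT B6 replicate 1, 2 further red blood cell genes were called lower in WT 129, and adjusted over the list alone 1 was with all arrays. *Rgs5* was higher in 129 (1.13 in WT and 0.86 in *nm1054* brains, as gene means) among 14 endothelium and pericyte genes, as were *Sfrp1* (1.61 and 1.85) and *Ccnd1* (0.88 and 0.82) among 16 Wnt genes. *Atf4* (-1.16 and -1.27) was lower among 23 genes of its stress response, as the mean of 2 probes of which 1 was called. Of 13 genes of proliferating progenitors, *Mcm6* was lower in WT 129 (-0.99) and *Birc5* higher in *nm1054* 129 (0.61), a call lost with centred arrays (0.51) or quantile normalization (0.57) and without *nm1054* B6 replicate 1 or 2 (0.53 each). The mean of *Mcm6* rests largely on ILMN_1217331 (-3.19), the 1 of its 4 probes called in WT brains. In WT, *Birc5* is called without WT 129 replicate 1 (0.59) or WT B6 replicate 3 (0.64). Of 10 genes of the meninges, *Col1a2* was lower in WT 129 (-0.70) and *Lum* higher in *nm1054* 129 (0.70). Without WT B6 replicate 2, *Col1a2* loses the WT call (-0.56) and *Lum* gains 1 (0.62), and *Col1a2* is called in *nm1054* brains without *nm1054* 129 replicate 2 (-0.63) or *nm1054* B6 replicate 3 (-0.60). *Nnt*, *Casp4* and *Disc1*, a list of known strain differences, had 0 calls by limma and 0 at an unadjusted p under 0.05 in either comparison.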

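limma called no gene in either strain comparison among 19 neuron genes (5 in WT and 4 in *nm1054* brains at an unadjusted p under 0.05), 15 radial glia and astrocyte genes (4 and 3), 13 oligodendrocyte lineage genes (0 and 1), 14 Notch genes (1 and 6) and 11 Hedgehog genes (3 and 2). It also called none of 19 interferon and antigen presentation genes (3 and 6), 17 hypoxia genes (5 and 7), 14 iron handling genes (3 and 2) and 5 deleted genes (0 and 2). Against other genes, the iron handling genes were lower in WT 129 with camera's preset (median 0.01, adjusted p = 0.0487), but not with an estimated correlation (adjusted p = 0.267) or without WT B6 replicate 1 (adjusted p = 0.203). Their median lies above 0 and the test points down, as the median over all probes is higher still.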

Gene network analysis using the Ingenuity Pathway Analysis software showed the most prevalent molecular and cellular functions to be cell morphology, carbohydrate metabolism, small molecule biochemistry and cell-to-cell signaling and interaction in the WT comparison (Table 1). The top functions in the *nm1054* comparison were lipid metabolism, nucleic acid metabolism, small molecule biochemistry, cell morphology and carbohydrate metabolism. The analysis also demonstrated a functional enrichment in a diverse spectrum of molecular networks for both the WT and the *nm1054* comparison (Table 2, Fig. 5). Network diagrams with gene nodes in a circular layout reveal a higher edge density in the WT comparison (Fig. 5a) than the *nm1054* comparison (Fig. 5b), which indicates a greater number of node hubs. These networks suggest that there is greater connectivity between differentially expressed genes in the WT comparison. Neighborhood connectivity, which measures connection between hubs and is an indicator of network resiliency, remains fairly constant relative to the number of neighbors for both comparisons (Fig. 6a,b). The slight negative slope for the *nm1054* neighborhood connectivity indicates that the network has a slightly disassortative nature where highly connected nodes tend to connect to nodes with a lower degree, thus reflecting typical biological network architecture^41^. Analysis of betweenness centrality, which represents the control a node exerts on other nodes, reveals a positive association as the number of neighbors increases (Fig. 6c,d). Both comparisons show several nodes with high value, indicating a substantial effect on other nodes in the network. Analyses of closeness centrality indicate nodes that control the rate at which information spreads throughout the network and also show a positive association with number of neighbors in both the WT and *nm1054* comparisons (Fig. 6e,f), further corroborating the hierarchical network architecture of the dataset.

**Table 1:** Top Molecular and Cellular Functions Identified for Differentially Expressed Genes.

Functions Identified from WT Comparison^a^	p values^b^ (WT)	Number of Molecules (WT)	Functions Identified from *nm1054* Comparison^a^	p values^b^ (*nm1054*)	Number of Molecules (*nm1054*)
Cell Morphology	1.66E-02–6.16E-05	70	Lipid Metabolism	1.80E-02–1.12E-04	13
Carbohydrate Metabolism	1.62E-02–9.38E-05	25	Nucleic Acid Metabolism	1.80E-02–1.12E-04	10
Drug Metabolism	1.41E-02–9.38E-05	5	Small Molecule Biochemistry	1.80E-02–1.12E-04	38
Small Molecule Biochemistry	1.62E-02–9.38E-05	26	Cell Morphology	1.80E-02–1.30E-04	85
Cell-to-Cell Signaling and Interaction	1.67E-02–1.99E-04	32	Carbohydrate Metabolism	1.80E-02–1.93E-04	27

^a^The WT comparison is WT B6 vs WT 129 and the *nm1054* comparison is *nm1054* B6 vs *nm1054* 129.

^b^p values ranges for the identified molecules were calculated by the Ingenuity Pathway Analysis software.

**Table 2:** Top Protein Networks Identified for Differentially Expressed Genes.

Networks Identified from WT Comparison^a^	Likelihood Score^b^ (WT)	Networks Identified from *nm1054* Comparison^a^	Likelihood Score^b^ (*nm1054*)
Cell Cycle, Cellular Assembly and Organization, DNA Replication, Recombination and Repair	39	Molecular Transport, Cellular Function and Maintenance, Small Molecule Biochemistry	48
Protein Synthesis, Lipid Metabolism, Molecular Transport	37	Gastrointestinal Disease, Hematological Disease, Hepatic System Disease	41
Organismal Injury and Abnormalities, Free Radical Scavenging, Neurological Disease	37	Cell Morphology, Cellular Function and Maintenance, Nervous System Development and Function	36
Developmental Disorder, Neurological Disease, Psychological Disorders	37	Cell Cycle, Cellular Compromise, Skeletal and Muscular Disorders	34
Cellular Assembly and Organization, Cellular Function and Maintenance, Hair and Skin Development and Function	37	Cellular Assembly and Organization, Cellular Function and Maintenance, Hereditary Disorder	34

^a^The WT comparison is WT B6 vs WT 129 and the *nm1054* comparison is *nm1054* B6 vs *nm1054* 129.

^b^Network likelihood scores were calculated by the Ingenuity Pathway Analysis software.

**Figure 5:**
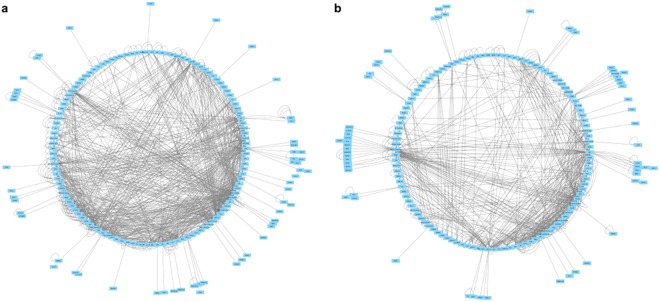
Functional enrichment analysis identifies a complex spectrum of molecular networks. Network diagrams with gene nodes in a circular layout demonstrates a greater number of hubs and connectivity between differentially expressed genes in the comparison of WT B6 to WT 129 (**a**) than the comparison of *nm1054* B6 to *nm1054* 129 (**b**), as indicated by the higher edge density in the WT comparison.

**Figure 6:**
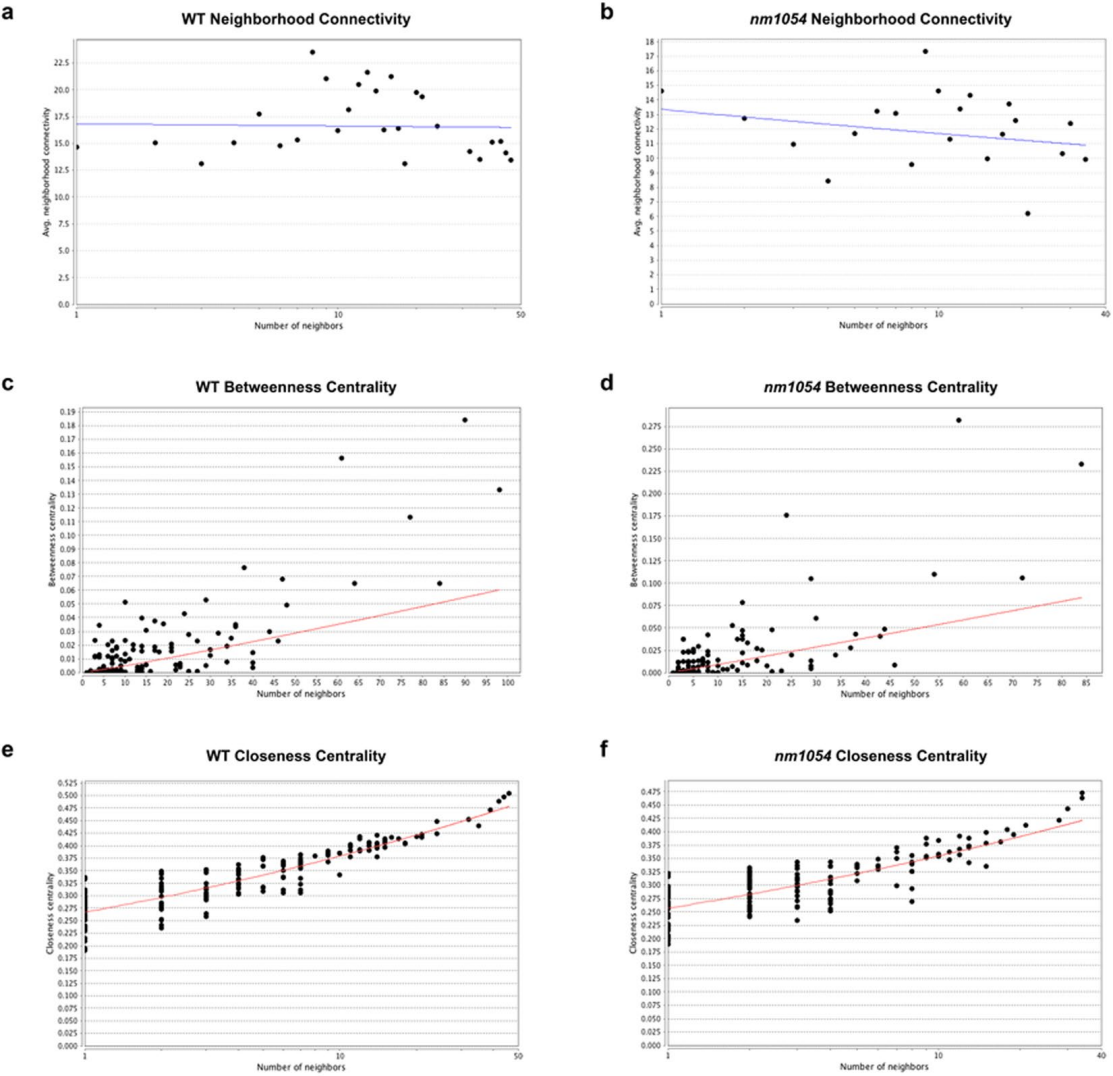
Connectivity within the molecular networks. Neighborhood connectivity remains relatively constant for the WT comparison (**a**) and indicates slight disassortativity in the *nm1054* comparison (**b**), suggesting that nodes with high degree form connections with nodes of low degree. Betweenness centrality positively correlates with number of neighbors for the WT comparison (**c**) and the *nm1054* comparison (**d**), with both comparisons showing several high-value nodes that exert a substantial force on other nodes in the network. Similarly, closeness centrality is also positively associated with number of neighbors for the WT comparison (**e**) and *nm1054* comparison (**f**), indicating that information spreads throughout the network at a greater rate through key nodes. Collectively, these metrics indicate a resilient, hierarchical network architecture with several high-value candidates that may control overall biological function.

## Discussion

In this study, we have demonstrated that a substantial number of transcripts are differentially expressed in brains from B6 and 129 mice at P1. Homozygous deletion mutants lacking CFAP221 (*nm1054*) have hydrocephalus associated with ciliary dysfunction that is more severe on the B6 background than 129 despite significant differences in ependymal cilia-driven flow on both backgrounds, indicating that genetic modifiers may influence the hydrocephalus phenotype^20,23^. DNA microarray analysis was performed using the whole brain, as the specific mechanisms underlying hydrocephalus severity remain unknown. Bioinformatics and functional enrichment analyses demonstrate that these genes cluster into distinct groups based on their expression profiles and biological function, many of which are implicated in critical cellular and biochemical processes essential for proper brain development. Because it is possible that the most biologically relevant genes may only be expressed in a small subset of cells, some of those genes could be masked by other genes that are expressed more ubiquitously or at generally higher levels. However, several of the genes identified in this study have a known relevance to hydrocephalus or ciliary function and may either represent those modifiers or be regulated by them. Identification of these genes therefore begins to provide clues to pathways underlying susceptibility to severe hydrocephalus.

Several genes were identified with direct relevance to hydrocephalus, either having at least a 1.5-fold expression difference between the B6 and 129 strains with a p value less than 0.05 or being expressed in only one of the two strains. 

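Of 44 measured genes of a hydrocephalus list, *Ccdc88c* (-1.05, SE 0.11, adjusted p = 9.2e-06) and *Rnd3* were lower and *Rfx3* (0.66, SE 0.13, adjusted p = 0.00577) higher in WT 129 than in WT B6 brains, with 3 brains per group. In *nm1054* brains *Ccdc88c* (-1.07), *Rnd3*, *Cdh2* (-0.67, SE 0.11, adjusted p = 7.3e-04) and *Otx2* (-0.88, SE 0.22, adjusted p = 0.0217) were lower in 129, as means over all probes of the gene. At an unadjusted p under 0.05 there were 16 genes in WT and 11 in *nm1054* brains, and as a set the list did not differ by camera (adjusted p = 0.764 and 0.0762). *Rfx3* loses its call with centred arrays (0.54) or quantile normalization (0.53) and without WT 129 replicate 1 (0.52). *Otx2* loses it without *nm1054* 129 replicate 1 or 3 or *nm1054* B6 replicate 1 or 2 (adjusted p from 0.00266 to 0.0881 over the settings tried), and *Cdh2* gains a call in WT without WT 129 replicate 1 (-0.61) and with centred arrays (-0.64). The list shares genes with those that the paper picked from these arrays.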

Two of the known human hydrocephalus genes, *CCDC88C* and *MPDZ*, were identified in the microarray. 

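*Ccdc88c* was lower in 129 at 2 of its 3 probes, in both WT and *nm1054* brains. At ILMN_2807229, 129 minus B6 was -1.29 (SE 0.14, adjusted p = 2.1e-06) in WT and -1.36 (SE 0.14, adjusted p = 9.7e-07) in *nm1054* brains, and at ILMN_1237980 it was -1.44 and -1.58, with n = 3 per group. The interaction at ILMN_2807229 was -0.07 (adjusted p = 1.00), so the strain difference is not shown to differ between WT and *nm1054*. The methods' t-test ends the WT calls of ILMN_2807229 (adjusted p from 5.6e-09 to 0.0934 over the settings tried) and ILMN_1237980 (3.5e-08 to 0.175).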

Mutations in the Wnt pathway inhibitor gene *CCDC88C* (2.57-fold higher expression in B6, but only differentially expressed in the *nm1054* comparison) have been shown to result in non-syndromic congenital hydrocephalus in human patients^9,10^ and a mouse model^15^. Mutations in the tight junction gene *MPDZ* (absent in the 129 brain but present or marginal in B6 brains) also result in non-syndromic congenital hydrocephalus in patients^11,12^. In addition, loss of RND3 (3.21-fold higher in B6, but only differentially expressed in the *nm1054* comparison), which regulates cytoskeletal organization and cell adhesion, results in congenital hydrocephalus in mice due to altered Notch signaling^42^. 

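*Mpdz* was not called between the strains. The paper lists it as absent in 129 by detection calls, which these values cannot test. Over all probes the median of 129 minus B6 was 0.15 in WT and 0.12 in *nm1054* brains, so a value below 0 lies further below those of other probes. At ILMN_1248363, the probe listed as absent in 129, 129 minus B6 was -0.26 (SE 0.13, adjusted p = 0.215) in WT and -0.35 (SE 0.13, adjusted p = 0.133) in *nm1054* brains, with n = 3 per group. None of the 5 probes of *Mpdz* is called, and the other 4 lie from -0.15 (ILMN_2662776) to 0.11 (ILMN_1259044) in WT brains.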

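*Rnd3* was lower in 129 in both comparisons, by -1.84 (SE 0.19, adjusted p = 1.6e-06) log2 units in WT and -1.68 (SE 0.19, adjusted p = 5.3e-06) in *nm1054* brains at its 1 probe, with n = 3 per group. The interaction was 0.16 (adjusted p = 1.00). The methods' t-test ends the WT call (adjusted p from 3.5e-10 to 0.127 over the settings tried).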

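*Cdh2* probe ILMN_2605503 was lower in 129, by -1.10 (SE 0.15, adjusted p = 3.8e-05) in WT and -1.64 (SE 0.15, adjusted p = 1.6e-07) in *nm1054* brains, with n = 3 per group. Its other probe, ILMN_1216390, was not called (0.07 and 0.30). For ILMN_2605503 the WT call ends with the methods' t-test (adjusted p from 3.3e-07 to 0.0850 over the settings tried).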

*CDH2* (present in B6 brains but absent or marginal in 129) encodes N-cadherin, which forms cell-cell adherens junctions in the brain^43^. Blocking N-cadherin junctions *ex vivo* results in apoptosis of ciliated ependymal cells and damage to the ventricular wall^44^.

Both motile and primary cilia play a critical role in brain development and physiology^16,45,46^ and defects in both have been shown to result in hydrocephalus. Centrioles serve as the basis for formation of centrosomes and the basal bodies from which cilia and flagella extend^47–49^ and several genes involved in centriolar and centrosomal function were identified in the microarray analysis. 

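Of 39 measured centrosome and centriole genes, *Plk1* was lower and *Nubp2* (0.72, SE 0.10, adjusted p = 1.6e-04) higher in WT 129 than in WT B6 brains, as means over all probes of a gene with 3 brains per group. In *nm1054* brains *Plk1* was lower and *Nubp2* (0.85) and *Cep43* (0.60, SE 0.10, adjusted p = 7.3e-04) were higher in 129. At an unadjusted p under 0.05 there were 13 genes in WT and 14 in *nm1054* brains. As a set these genes did not differ (camera adjusted p = 0.575 and 0.308), and without WT B6 replicate 1 a further gene was called lower in WT 129. *Cep43* falls under 1.5-fold as a gene mean with centred arrays (0.50) or quantile normalization (0.56) or array weights (0.53) and without *nm1054* 129 replicate 2 (0.51) or *nm1054* B6 replicate 1 or 3 (0.58 each).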

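*Cep162* probe ILMN_2714415 was lower in 129 by -1.14 (SE 0.12, adjusted p = 1.2e-06) in WT and -1.17 (SE 0.12, adjusted p = 8.3e-07) in *nm1054* brains, with n = 3 per group. ILMN_1218378, its other probe, was level (0.03 and 0.10). With the methods' t-test the WT call is lost (adjusted p from 5.6e-09 to 0.0577 over the settings tried).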

Knockdown of centrosomal gene *CEP162* (higher expression in B6 brains, with a 2.20-fold difference in the WT comparison and 2.25-fold in the *nm1054* comparison) prevents ciliary transition zone assembly and primary ciliogenesis in cultured cells and results in hydrocephalus in zebrafish^50^. 

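*Snx10* was higher in 129 in both WT and *nm1054* brains at ILMN_2570478, by 1.41 (SE 0.13, adjusted p = 3.3e-07) and 1.34 (SE 0.13, adjusted p = 6.4e-07), with n = 3 per group. The interaction there was -0.06 (adjusted p = 1.00). The other probe, ILMN_2609614, was level at 0.11 and 0.06.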

Knockdown of centrosomal gene *SNX10* (2.66-fold higher expression in 129 brains, but only differentially expressed in the WT comparison) also impairs ciliogenesis in both zebrafish and cultured cells^51^. *PCM1* (2.29-fold higher in B6 brains, but only differentially expressed in the *nm1054* comparison) encodes a centriolar satellite protein that interacts with several key regulators of centrosomal function and ciliogenesis to promote primary cilia formation and neuronal differentiation and migration^52–57^. 

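*Pcm1* was lower in 129 at 1 of its 5 probes, ILMN_2440033, by -0.76 (SE 0.15, adjusted p = 0.00334) in WT and -1.19 (SE 0.15, adjusted p = 2.3e-05) in *nm1054* brains, with n = 3 per group. The interaction was -0.43 (adjusted p = 1.00), and the other 4 probes lay from 0.15 to 0.43 in WT brains. The WT value is -0.57, under 1.5-fold, without WT B6 replicate 2, and the methods' t-test ends both calls (adjusted p from 3.3e-06 to 0.204 over the settings tried in WT and 6.9e-07 to 0.0564 in *nm1054* brains).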

Heterozygosity for a targeted allele of *PCM1* in mice results in reduced brain volume and behavioral abnormalities^58^. 

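*Cep43*, the present symbol of *Fgfr1op*, was higher in 129 at ILMN_2697790, by 1.13 (SE 0.12, adjusted p = 1.5e-06) in WT and 1.06 (SE 0.12, adjusted p = 3.7e-06) in *nm1054* brains, with n = 3 per group. ILMN_2696339 was level (-0.10 and 0.14). The *nm1054* call ends with the methods' t-test (adjusted p from 6.2e-07 to 0.0549 over the settings tried).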

*FGFR1OP*, also known as *FOP* (higher in 129 brains, with a 2.19-fold difference in the WT comparison and 2.08-fold in the *nm1054* comparison), also encodes a centriolar satellite protein and knockdown in RPE-1 cells prevents formation of primary cilia^59^. 

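*Plk1* has 1 probe, at which 129 minus B6 was -1.84 (SE 0.13, adjusted p = 4.9e-09) log2 units in WT and -1.71 (SE 0.13, adjusted p = 1.4e-08) in *nm1054* brains, with n = 3 per group. Every setting tried kept both calls of *Plk1*.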

*PLK1* (higher in B6 brains, with a 3.58-fold difference in the WT comparison and 3.27-fold in the *nm1054* comparison) encodes a kinase recruited by PCM1 that plays a role in centrosome maturation and primary cilia disassembly^57,60–64^. MDM1 (present in B6 brains but absent in or marginal in 129) functions as a negative regulator of centriole duplication and is upregulated during ciliogenesis^65,66^. 

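*Mdm1* probe ILMN_1227023 was lower in 129, by -0.81 (SE 0.12, adjusted p = 1.7e-04) in WT and -0.76 (SE 0.12, adjusted p = 3.1e-04) in *nm1054* brains, with n = 3 per group. None of the other 10 probes of *Mdm1* was called in either comparison. The methods' t-test ends the WT call (adjusted p from 7.2e-07 to 0.0960 over the settings tried).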

A nonsense mutation in *MDM1* in a mouse model results in retinal degeneration^67^, a common hallmark of primary ciliopathies. Additionally, NUBP2 (higher in 129 brains, with a 2.17-fold difference in the WT comparison and 2.36-fold in the *nm1054* comparison), a nucleotide-binding protein that localizes to the centriole and the basal bodies of primary and motile cilia, functions as a negative regulator of ciliogenesis^68^.

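*Nubp2* was higher in 129 at ILMN_2925570, by 1.12 (SE 0.12, adjusted p = 2.9e-06) in WT and 1.24 (SE 0.12, adjusted p = 7.0e-07) in *nm1054* brains, and at ILMN_2925567 by 0.95 and 1.16, with n = 3 per group. ILMN_2723438 was level (0.10 and 0.14). Both *nm1054* calls end with the methods' t-test (adjusted p from 7.4e-09 to 0.0514 and from 1.3e-08 to 0.0545 over the settings tried).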

Several additional genes involved in cilia assembly were identified. 

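Of 56 measured genes of primary cilia and intraflagellar transport, *Arl3* was lower (-1.47 as the mean of its probes) and *B9d1* higher (0.66, SE 0.12, adjusted p = 0.00287) in WT 129 than in WT B6 brains, with 3 brains per group. In *nm1054* brains *Arl3* (-1.50) and *Ift46* (-0.61, SE 0.12, adjusted p = 0.00496) were lower and *B9d1* (0.83) higher in 129. Of 49 motile cilia genes, *Drc1* was higher in 129 in both (0.61 in WT and 0.59 in *nm1054* brains) and *Rfx3* in WT. As a set the motile cilia genes did not differ (camera adjusted p = 0.764 in WT and 0.882 in *nm1054* brains), and 13 and 9 of them had an unadjusted p under 0.05. Primary cilia genes were lower than other genes in WT 129 with camera's preset (adjusted p = 0.00376), but not with an estimated correlation (adjusted p = 0.959). *B9d1* in WT is not called without WT B6 replicate 1 (0.53), with centred arrays (0.54), quantile normalization (0.56) or array weights (0.55). *Drc1* is not called with centred arrays (0.49 in WT and 0.49 in *nm1054* brains) or quantile normalization (0.53 and 0.53), without WT 129 replicate 1 or WT B6 replicate 2 in WT (0.49 and 0.51), or without *nm1054* 129 replicate 1 or *nm1054* B6 replicate 2 in *nm1054* brains (0.55 and 0.53). *Ift46* passes in WT with centred arrays (-0.62), and in *nm1054* brains is not called without *nm1054* 129 replicate 1 (-0.56) or *nm1054* B6 replicate 3 (-0.51).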

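*Elmo1* was called at 0 of its 14 probes in WT and at 1 in *nm1054* brains. The paper lists it by detection calls, which these values cannot test. ILMN_2628204, the probe listed as present in B6, differed by -0.22 (SE 0.11, adjusted p = 0.205) in WT and -0.48 (SE 0.11, adjusted p = 0.00768) in *nm1054* brains, with n = 3 per group. The 1 call, at ILMN_2726261 in *nm1054* brains (-0.59), is lost without *nm1054* 129 replicate 1 (-0.49) or *nm1054* B6 replicate 1 or 2 (-0.58 and -0.55) and with the methods' t-test. In the other direction, ILMN_1237174 (0.38 in WT) is called higher in WT 129 without WT B6 replicate 1 (0.62) or with array weights (0.62).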

ELMO1 (present in B6 brains but absent or marginal in 129) regulates basal body migration and docking at the cell surface and knockdown results in ciliary phenotypes in *Xenopus* and zebrafish^69^. 

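*Ehd3* was lower in 129 at its 1 probe, by -1.44 (SE 0.13, adjusted p = 1.7e-07) in WT and -1.23 (SE 0.13, adjusted p = 1.5e-06) in *nm1054* brains, with n = 3 per group.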

EHD3 (higher in B6 brains, with a 2.71-fold difference in the WT comparison and 2.34-fold in the *nm1054* comparison) plays a role in promoting ciliary vesicle formation and primary ciliogenesis in cultured cells and zebrafish^70^. 

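*Ift74* was not called at any of its 3 probes. At ILMN_2647044, 129 minus B6 was -0.17 (SE 0.15, adjusted p = 0.479) in WT and -0.28 (SE 0.15, adjusted p = 0.275) in *nm1054* brains, with n = 3 per group. ILMN_1226865 (0.41 and 0.40) ran the other way, and ILMN_1244628 (0.22 and 0.14) lay near the median of all probes (0.15 and 0.12).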

Intraflagellar transport protein IFT74 (absent in 129 but present or marginal in B6 in the *nm1054* comparison only) forms a tubulin-binding module with IFT81 required for mammalian ciliogenesis^71^ and loss in *Chlamydomonas reinhardtii* perturbs flagellar assembly^72^. *MKKS*, also known as *BBS6* (higher in B6 brains, with a 3.96-fold difference in the WT comparison and 3.86-fold in the *nm1054* comparison), encodes a component of a protein complex that mediates BBSome complex assembly during ciliogenesis^73^. 

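*Mkks* was lower in 129 at ILMN_2814350, by -1.98 (SE 0.12, adjusted p = 5.1e-10) in WT and -1.95 (SE 0.12, adjusted p = 6.6e-10) in *nm1054* brains, with n = 3 per group. Its other probes, ILMN_1246701 (0.26 and -0.07) and ILMN_1257332 (0.39 and 0.34), were not called.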

Mice lacking *MKKS* possess cilia but have a phenotype resembling the primary ciliopathy Bardet Biedl syndrome^74^. Biochemical and genetic interactions have been reported with centrosomal protein NPHP6, also known as CEP290, which plays a critical role in promoting primary ciliogenesis and has been implicated in multiple ciliopathies^75–77^. NPHP6 was also found to regulate ATF4 (higher in B6 brains, with a 6.36-fold difference in the WT comparison and 6.33-fold in the *nm1054* comparison), a transcription factor involved in multiple cellular stress pathways^77,78^. 

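*Atf4* probe ILMN_1223734 was lower in 129, by -2.67 (SE 0.12, adjusted p = 6.3e-12) in WT and -2.66 (SE 0.12, adjusted p = 7.0e-12) in *nm1054* brains, with n = 3 per group. ILMN_2642681, the other probe of *Atf4*, gave 0.35 and 0.13 and was not called.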

NPHP3 (present in 129 but absent or marginal in B6) localizes to primary cilia and human mutations in the *Nphp3* gene result in the primary ciliopathy nephronopthisis in humans and mice^79^. 

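*Arl3* probe ILMN_1238801 was lower in 129 by -2.83 (SE 0.13, adjusted p = 6.1e-12) in WT and -3.04 (SE 0.13, adjusted p = 2.2e-12) in *nm1054* brains, with n = 3 per group. Its other probe, ILMN_2786860, was level (-0.10 and 0.03).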

*ARL3* (higher in B6 brains, with a 7.10-fold difference in the WT comparison and 8.22-fold in the *nm1054* comparison) encodes a GTPase involved in trafficking of proteins to the primary cilium during ciliogenesis^80–82^. 

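*Wdr92* was lower in 129 in both comparisons at ILMN_1225370, by -1.07 (SE 0.14, adjusted p = 3.0e-05) in WT and -1.27 (SE 0.14, adjusted p = 3.1e-06) in *nm1054* brains, with n = 3 per group. The interaction was -0.20 (adjusted p = 1.00), and the other probe, ILMN_2615448, was level (0.19 and 0.24). The *nm1054* call is lost with the methods' t-test (adjusted p from 7.1e-08 to 0.0796 over the settings tried).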

*WDR92* (2.09-fold higher in B6 brains in the WT comparison only) encodes a cytoplasmic chaperone involved in ciliary assembly and knockdown in planaria perturbs ciliary motility^83^. Mutations in *MYO7A* (higher in B6 brains, with a 6.37-fold difference in the WT comparison and 5.85-fold in the *nm1054* comparison), which encodes myosin VIIA, result in the primary ciliopathy Usher syndrome^84^ and loss of *MYO7A* in the *shaker1* mouse model results in abnormal organization of hair cell stereocilia^85,86^. 

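*Myo7a* was lower in 129 at its 1 probe, by -2.67 (SE 0.12, adjusted p = 3.9e-12) in WT and -2.55 (SE 0.12, adjusted p = 7.6e-12) in *nm1054* brains, with n = 3 per group.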

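*Spag1* has a pair of probes that ran in opposite directions. ILMN_2955694 was higher in 129, by 1.03 (SE 0.11, adjusted p = 2.6e-06) in WT and 0.88 (SE 0.11, adjusted p = 2.0e-05) in *nm1054* brains, with n = 3 per group. ILMN_2666380 was lower in 129, by -0.59 (SE 0.11, adjusted p = 0.00206) and -0.69 (SE 0.11, adjusted p = 4.0e-04). Its WT value lies under 1.5-fold without WT 129 replicate 3 (-0.56) or WT B6 replicate 1 (-0.52), and the methods' t-test ends both of its calls (adjusted p from 1.8e-04 to 0.0743 in WT and 2.1e-05 to 0.0554 in *nm1054* brains over the settings tried).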

Mutations in *SPAG1* (2.04-fold higher in 129 brains in the WT comparison, but higher in B6 brains in the *nm1054* comparison with only a 1.62-fold difference), which is required for assembly of axonemal dynein arms for motile cilia, result in PCD in human patients^87^. Finally, the extracellular matrix protein SPARC (higher in B6 brains, with a 5.74 fold difference in the WT comparison and 5.97-fold in the *nm1054* comparison) interacts with ciliary microtubules in *Xenopus* embryos^88,89^ and it has been suggested to play a role in CSF physiology^90^.

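*Sparc* was lower in 129 at ILMN_1243212, by -2.52 (SE 0.14, adjusted p = 1.4e-10) in WT and -2.58 (SE 0.14, adjusted p = 9.4e-11) in *nm1054* brains, with n = 3 per group. The other probes, ILMN_3059326 (-0.07 and -0.45) and ILMN_3136561 (-0.07 and 0.11), were not called.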

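The spread between the 3 brains of a group was widest in WT B6, with a median SD over probes of 0.179 log2 units and 594 probes with an SD over 0.5. The other groups had 0.107 and 65 probes (WT 129), 0.131 and 53 (*nm1054* 129), and 0.130 and 187 (*nm1054* B6), with n = 3 each. Among genes chosen after their values were seen, *Gh* (7.52), *Pomc* (4.04) and *Cga* (3.78) stood out in *nm1054* 129 replicate 1. *En2* was at 2.78 in WT B6 replicate 1 and 3.48 in *nm1054* B6 replicate 2, which also had *Hoxa5* at 3.51.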

While similar transcript expression trends were observed within each sample group, there are some transcript expression differences between individual samples within each group (Fig. 2e). There are several factors that could contribute to these differences: 1) individual genetic variation, 2) subtle differences in the *in utero* environment and 3) technical variation due to the sensitivity level of the microarray approach. Despite these differences, the overall similarity of the expression profiles within each group is in stark contrast to the substantially distinct patterns between the B6 and 129 strains (Fig. 2f).

Further studies are required for validation of genes identified in this study and their direct involvement in influencing susceptibility to congenital hydrocephalus. Analysis of more specific brain regions and cell types, as well as additional time points, will aid in the functional refinement of these gene lists. Mapping and identification of modifier polymorphisms will provide additional evidence that, when combined with the gene expression data, will uncover the molecular mechanisms influencing this phenotype. It remains unclear whether the genetic modifiers specifically influence hydrocephalus associated with ependymal cilia dysfunction or whether they more broadly influence congenital hydrocephalus. While strain-specific trends in hydrocephalus severity have been observed for a number of PCD models^16^, several non-PCD models have exhibited a more severe hydrocephalus on the B6 background than other strains^24,26–28^. Future studies investigating candidate gene expression and sequence in other PCD and non-PCD models on relevant genetic backgrounds will uncover the full spectrum of genetic influence on congenital hydrocephalus. It is possible that specific genetic modifiers segregating in inbred mouse strains also influence susceptibility to severe hydrocephalus in the human population, providing hope that these mouse models will serve as powerful tools to uncover disease mechanisms and provide clues to aid in diagnosis and pharmacological treatment of congenital hydrocephalus.

## Methods

### Mice

All experiments involving animals were performed in accordance with the Animal Welfare Act and National Institutes of Health (NIH) policies and were approved by the Sanford Research Institutional Animal Care and Use Committee. All methods were carried out in accordance with applicable international, national and institutional guidelines for the care and use of animals. The *nm1054* line was maintained on the B6 and 129 backgrounds as previously described^20,23,38^. The spontaneous and heritable *nm1054* mutation is an approximately 400 kb deletion that removes six genes on mouse chromosome 1^20,37^. The PCD phenotype, including hydrocephalus, results exclusively from loss of *Cfap221* as previously demonstrated by transgenic rescue^20,37^. Mice were used for all analyses at postnatal day one (P1). Because mutants also have a severe and lethal anemia on the B6 background due to loss of the *Steap3* gene, we analyzed transgenic B6 mutants expressing the RPCI-22 bacterial artificial chromosome 11D19 containing *Steap3*^37^.

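*Steap3* values were -0.04 ± 0.11 (mean ± SD, n = 3) in *nm1054* B6 brains, which the paper describes as carrying the transgene, and 0.06 ± 0.39 in WT B6 brains at ILMN_1244848. In *nm1054* 129 brains they were 0.12 ± 0.25 and in WT 129 brains 0.13 ± 0.19. The deletion removes *Steap3*, and the paper describes a transgene for the B6 mutants alone, yet this probe shows no loss on 129. Its values therefore cannot show the level of *Steap3* or an effect of the transgene. Of 12 measured red blood cell genes limma called 0 between *nm1054* B6 and WT B6 brains (0 at an unadjusted p under 0.05, median -0.05 log2 units), and *Alas2* differed by -0.07. Of 14 iron handling genes 0 were called (1 at an unadjusted p under 0.05, median -0.09). Of 17 hypoxia genes 0 were called (0 at an unadjusted p under 0.05, median 0.08).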

### Microarray analysis

Brains were removed from WT and *nm1054* homozygous mice on the B6 and 129 backgrounds at P1 (n = 3 in each group), snap frozen in liquid nitrogen and stored at −80 °C until RNA extraction. Each experimental group consisted of a pool of male and female mice, as no sex-specific differences have been observed in the *nm1054* hydrocephalus phenotype^20,23^. 

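*Xist* and the Y-linked genes *Eif2s3y* and *Kdm5d* divided the 12 brains into 6 and 6. In 6 brains the mean of the *Xist* probes lay from 1.78 to 2.42 and that of the Y-linked probes from -1.54 to -1.01. In the other 6, *Xist* lay from -2.23 to -1.84 and the Y-linked probes from 1.08 to 1.37. *Xist* was high in 2 of 3 WT 129, 1 of 3 *nm1054* 129, 1 of 3 WT B6 and 2 of 3 *nm1054* B6 brains, so sex is unevenly spread over the groups. limma called 0 of 4 measured genes of a sex-linked list in any comparison (0 in the WT and 1 in the *nm1054* strain comparison at an unadjusted p under 0.05). With array weights, probes of *Xist* (4.11 at ILMN_1224091), *Eif2s3y* (-3.41 at ILMN_1241001) and *Kdm5d* (-1.64) are called between WT 129 and WT B6 brains, so sex can enter that comparison.

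**Figure D5:**
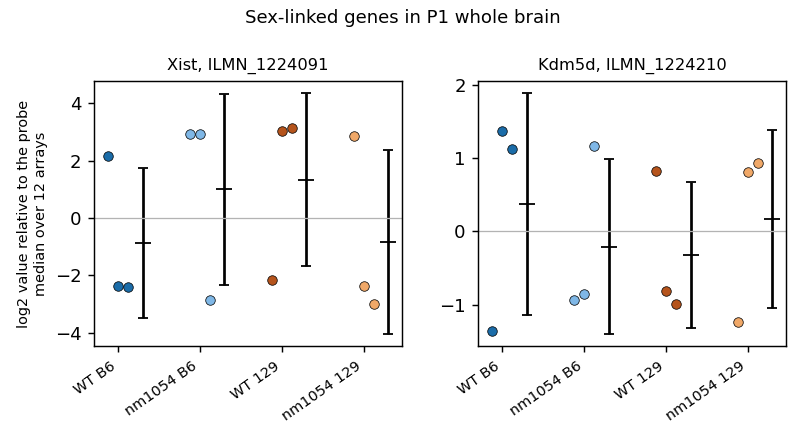
Values of *Xist* (ILMN_1224091) and *Kdm5d* (ILMN_1224210) in each of the 12 brains, as log2 relative to the probe's median over all arrays, with 3 brains per group. *Xist* is high in 6 brains and *Kdm5d* in the other 6.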

Total RNA was extracted from the whole brain with TRIzol and purified using the Maxwell 16 LEV simplyRNA Tissue Kit (Promega, Madison, WI) according to the manufacturer’s instructions. Labeled cRNA was prepared from 500 ng of total RNA using the Illumina RNA Amplification Kit (Ambion, Austin, TX). A total of 1,500 ng of labeled cRNA was hybridized overnight at 58 °C onto the MouseWG-6 Expression BeadChip (Illumina, San Diego, CA) according to the manufacturer’s instructions. These chips contain 45,281 transcripts representing 20,880 unique Entrez genes. Following hybridization, the chips were washed and developed with fluorolink streptavidin-Cy3 (GE Healthcare, Little Chalfont, UK) and scanned with an Illumina BeadArray Reader.

### Gene expression data analysis

Intensity values for each probe cell in the hybridized arrays were calculated by GenomeStudio software (Illumina Inc., San Diego, CA) and flags were assigned to each probe set declaring a Present, Marginal, or Absent call (Detection Call Algorithm). Probe cell intensities were used to calculate an average intensity for each set of probe pairs representing a gene, which directly correlated with the amount of cRNA. Further gene expression data analysis and normalization were performed using the GeneSpring GX bioinformatics software suite (Agilent Technologies, Palo Alto, CA). Quality control (QC) filtering was performed on the normalized intensity values, initially excluding the probe sets with an absent call in one hundred percent of the arrays. Alternate analyses were also performed using absent vs. present/marginal call flags or present vs. absent/marginal call flags to analyze genes with absent expression in one group compared to another. After applying QC filtering to diminish background noise created by low-intensity gene probes, genes were clustered into four conditions (WT 129, *nm1054* 129, WT B6 and *nm1054* B6). Data were organized into a hierarchically clustered heat map to elucidate gene expression profiles for each condition and visualized as volcano plots to identify genes significantly up- or down-regulated in each group. Functional enrichment analysis was performed on filtered gene lists of differentially expressed genes using the Ingenuity Pathway Analysis (IPA) software (Qiagen, Venlo, Netherlands).

### Quantitative RT PCR

Quantitative reverse transcription polymerase chain reaction (qRT PCR) was performed using the TaqMan approach. Total RNA was extracted from 8 B6 WT, 8 B6 *nm1054*, 8 129 WT and 6 129 *nm1054* brains, all of which were distinct from those used for microarray analysis, as described above. RNA integrity was evaluated using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and cDNA was synthesized from 1 μg RNA using the GoScript Reverse Transcription System (Promega). Quantitative PCR (qPCR) was performed in a Stratagene Mx3000P qPCR system (Agilent Technologies) as previously described^22^. Commercially available assays (Primetime Assays, IDT, Coralville, IA) were used for *Acbp, Cfap221* and *Sctr* and each was normalized to β-actin. Relative gene expression data were analyzed by the delta-delta Ct method^91^.

### Statistical analysis

Statistical analysis of the microarray gene expression was performed using unpaired *t*-test and a multiple testing correction formula, the Benjamini Hochberg false discovery rate, which together reported a corrected (Corr) *p* value for each gene. The hierarchical clustering for groups and entities was performed using Euclidean distance metric and Ward’s linkage algorithm. Statistical significance was set at fold change >1.5 and *p* (Corr) < 0.05. The qRT PCR data were analyzed by student’s t test using the GraphPad Prism software (GraphPad Software, La Jolla, CA).

## Electronic supplementary material

Supplementary Information

## Data Availability

The microarray datasets generated and analyzed in this study are available in the NCBI Gene Expression Omnibus (GEO) database under accession number GSE113233.

# Supplementary material for: Strain-specific differences in brain gene expression in a hydrocephalic mouse model with motile cilia dysfunction
**Source:** Sci Rep. 2018 Sep 6;8:13370. doi: 10.1038/s41598-018-31743-5
**Supplement:** Supplementary file 1 — Supplementary Information

Title: Strain-specific differences in brain gene expression in a hydrocephalic mouse model with motile cilia dysfunction

Authors: Casey W. McKenzie¹, Claudia C. Preston², Rozzy Finn¹, Kathleen M. Eyster³, Randolph S. Faustino^{2,4}, and Lance Lee^{1,4,*}

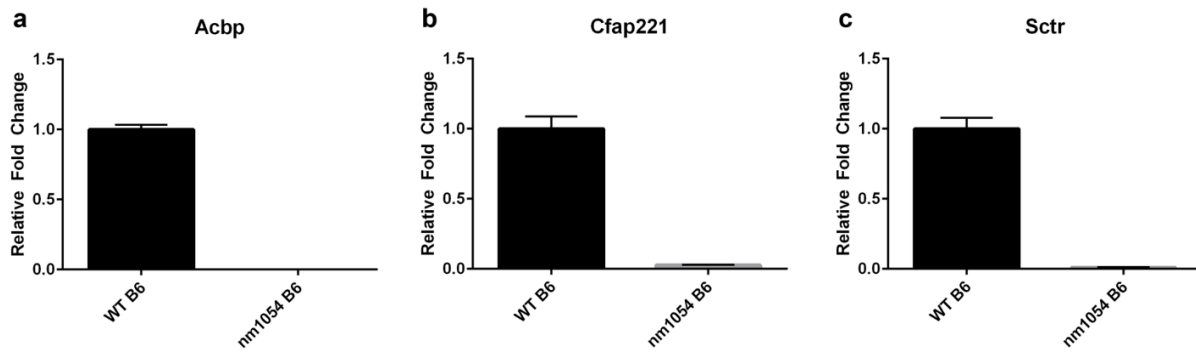

Supplementary Figure S1. Genes deleted by the *nm1054* mutation are not expressed in *nm1054* brains. Comparisons of WT and *nm1054* brains on the B6 background demonstrate that deleted genes *Acbp* (a), *Cfap221* (b), and *Sctr* (c) are not expressed in the mutants by qRT PCR.

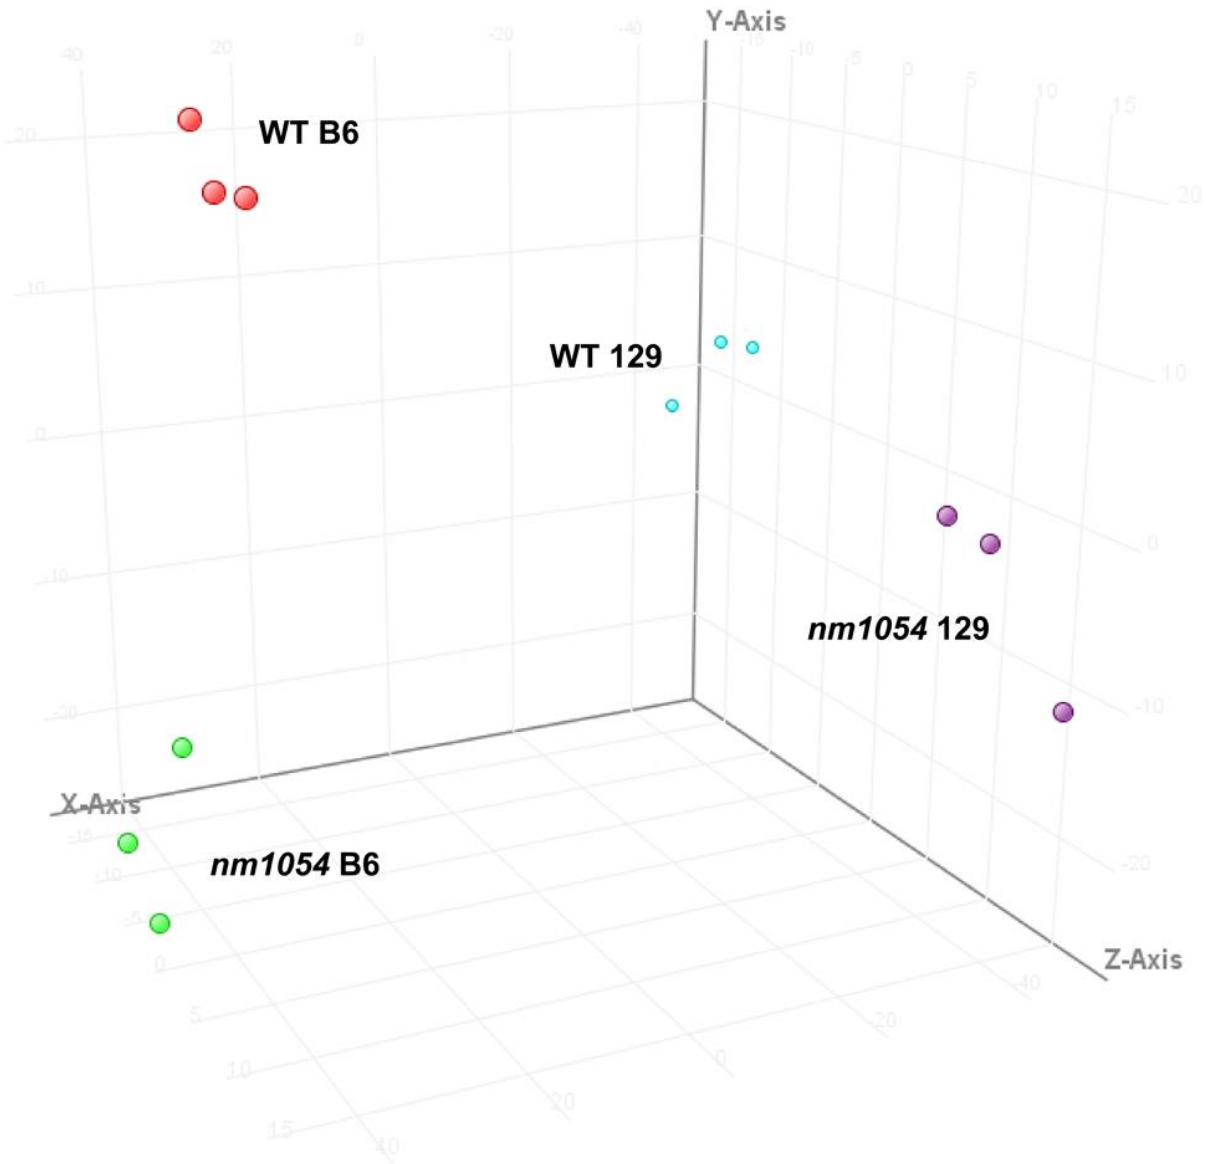

Supplementary Figure S2. Principal component analysis (PCA) plot shows distinction between the sample groups. The individual samples, when plotted in a three dimensional volumetric space (Axes: X – PC1, 75.47%; Y – PC2, 9.12%; Z – PC3, 4.04%), fall consistently into the four distinct sample groups of WT B6, *nm1054* B6, WT 129, and *nm1054* 129.

Supplementary Table S1. Differentially expressed genes between WT 129 and WT B6.

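Of the 470 probes of Table S1, 469 are among the 45281 measured, and limma calls each of these between WT 129 and WT B6 brains, 172 higher in 129 and 297 higher in B6, with n = 3 per group. The log2 differences given there and those computed here are within 0.005 of each other for 469 probes, and their median is -0.87.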

Probe ID	Gene Name	Gene Description	Fold Change ^a	Log FC	p (Corr)	Entrez Gene ID	Accession Number	RefSeq ID
ILMN_2825109	Zfp330	zinc finger protein 330 (Zfp330), mRNA.	-46.09	-5.53	0.00202	30932	NM_145600.1	NM_145600.1
ILMN_1242107	Cox7a2l	cytochrome c oxidase subunit VIIa polypeptide 2-like	-34.16	-5.09	0.00171		XM_123188.1	XM_123188.1
ILMN_2895177	Epm2aip1	EPM2A (Iaforin) interacting protein 1 (Epm2aip1), mRNA.+E50D559D6:E48D6:D6:E531	-30.17	-4.91	0.00242	77781	NM_175266.2	NM_175266.2
ILMN_1218868	Cops8	COP9 (constitutive photomorphogenic) homolog, subunit 8 (Arabidopsis thaliana) (Cops8), mRNA.	-24.84	-4.63	0.00223	108679	NM_133805.3	NM_133805.3
ILMN_3009910	Rbm13	RNA binding motif protein 13 (Rbm13), mRNA.	-18.16	-4.18	0.004058187	67920	NM_026453.1	NM_026453.1
ILMN_2768053	Supt16h	suppressor of Ty 16 homolog (S. cerevisiae) (Supt16h), mRNA.	-16.70	-4.06	0.007164895	114741	NM_033618.3	NM_033618.3
ILMN_2746483	Wdr82	WD repeat domain containing 82 (Wdr82), mRNA.	-15.53	-3.96	0.00242	77305	NM_029896.1	NM_029896.1
ILMN_1242829	Prdx2	peroxiredoxin 2 (Prdx2), mRNA.	-15.10	-3.92	0.006564271	21672	NM_011563.2	NM_011563.2
ILMN_2514377	CXADR	coxsackie virus and adenovirus receptor	-14.94	-3.90	0.002020123		NM_009988	
ILMN_3161626	Prkg2	protein kinase, AMP-activated, gamma 2 non-catalytic subunit (Prkg2)	-14.89	-3.90	0.00340	108099	NM_145401.1	NM_145401.1
ILMN_1221102	Arl5a	ADP-ribosylation factor-like 5A (Arl5a), mRNA.	-13.82	-3.79	0.006876021	75423	NM_182994.2	NM_182994.2
ILMN_2730005	Rpl29	ribosomal protein L29 (Rpl29), mRNA.	-13.17	-3.72	0.00333	19944	NM_009082.2	NM_009082.2
ILMN_2776922	GLRX	glutaredoxin	-12.65	-3.66	0.002417001		NM_053108	
ILMN_2507182	Tomm22	translocase of outer mitochondrial membrane 22 homolog, nuclear gene encoding mitochondrial protein	-12.18	-3.61	0.00266	223696	NM_172609.3	NM_172609.3
ILMN_2455850	Gpr137b-ps	G protein-coupled receptor 137B, pseudogene (Gpr137b-ps), non-coding	-11.86	-3.57	0.00243	664862	NR_003568.1	NR_003568.1
ILMN_2678019	Psmd8	proteasome (prosome, macropain) 26S subunit, non-ATPase, 8 (Psmd8)	-11.65	-3.54	0.00688	57296	NM_026545.2	NM_026545.2
ILMN_2658392	Atp2c1	ATPase, Ca++-sequestering (Atp2c1), mRNA.	-11.29	-3.50	0.007164895	235574	NM_175025.2	NM_175025.2
ILMN_1256161	Myel1L	myelin transcription factor 1-like	-10.87	-3.44	0.01978		AK012660	
ILMN_2774882	NECAP2	NECAP endocytosis associated 2	-10.79	-3.43	0.002976273		NM_025383	
ILMN_1219583	Capn2	calpain 2 (Capn2), mRNA.	-10.56	-3.40	0.003850895	12334	NM_009794.1	NM_009794.1
ILMN_2691261	Ndufb10	NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 10	-10.55	-3.40	0.01615		XM_128594.4	XM_128594.4
ILMN_2484987	Man2b1	mannosidase 2, alpha B1 (Man2b1), mRNA.	-10.55	-3.40	0.00275	17159	NM_010764.2	NM_010764.2
ILMN_2733542	LOC100044862	similar to Fbx3 protein (LOC100044862), mRNA.	-9.86	-3.30	0.00383	100044862	XM_001473206.1	XM_001473206.1
ILMN_2966034	Zfp365	zinc finger protein 365 (Zfp365), mRNA.	-9.32	-3.22	0.00775	216049	NM_178679.2	NM_178679.2
ILMN_2700233	Cong2	cyclin G2 (Cong2), mRNA.	-8.83	-3.14	0.01685	12452	NM_007635.3	NM_007635.3
ILMN_1257724	Adamts9	a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 9	-8.78	-3.13	0.007164895		NM_026218.2	NM_026218.2
ILMN_2615468	Fgfr1op2	FGFR1 oncogene partner 2 (Fgfr1op2), mRNA.	-8.59	-3.10	0.010128534	67529	NM_026218.2	NM_026218.2
ILMN_2425376	Cttnbp2	cortactin binding protein 2, transcript variant 5 (Cttnbp2), mRNA.	-8.46	-3.08	0.00912	30785	XM_987526.1	XM_987526.1
ILMN_3160292	Akr1c19	aldo-keto reductase family 1, member C19 (Akr1c19), mRNA.	-8.27	-3.05	0.006876021	432720	NM_001013785.2	NM_001013785.2
ILMN_1255462	Hbb-b1/Hbb-bs	hemoglobin, beta adult major chain/hemoglobin, beta adult s chain	-8.17	-3.03	0.02859		AK011053	
ILMN_1245850	4933427D14Rik	RIKEN cDNA 4933427D14 gene (4933427D14Rik), mRNA.	-8.03	-3.01	0.007754985	74477	NM_028963.2	NM_028963.2
ILMN_1250335	Dfna5	Gsdme, gasdermin E	-7.99	-3.00	0.006992973		NM_008016.1	NM_008016.1
ILMN_2769656	Picalm	phosphatidylinositol binding clathrin assembly protein	-7.87	-2.98	0.005791558		NM_146194	
ILMN_2690232	BC068157	cDNA sequence BC068157 (BC068157), mRNA.	-7.47	-2.90	0.01236	73072	NM_207203.1	NM_207203.1
ILMN_1253773	Nudt6	nudix (nucleoside diphosphate linked moiety X)-type motif 6 (Nudt6),	-7.19	-2.85	0.00990	229228	NM_153561.2	NM_153561.2
ILMN_2696182	Actl6b	actin-like 6B (Actl6b), mRNA.	-7.12	-2.83	0.00333	83766	NM_031404.4	NM_031404.4
ILMN_1238801	Arl3	ADP-ribosylation factor-like 3 (Arl3), mRNA.	-7.10	-2.83	0.00184	56350	NM_019718.2	NM_019718.2
ILMN_2737296	Lars2	leucyl-tRNA synthetase, mitochondrial (Lars2), nuclear gene encoding mitochondrial protein	-6.96	-2.80	0.002417001	102436	NM_153168.2	NM_153168.2
ILMN_1249654	Clasrp	CLK4-associated serine/arginine rich protein	-6.91	-2.79	0.00823		NM_016680	
ILMN_2666279	Arndc3	arrestin domain containing 3	-6.89	-2.79	0.006876021		NM_178917.2	NM_178917.2
ILMN_1255287	Mela	melanoma antigen	-6.76	-2.76	0.00385		NM_008581	
ILMN_2449449	Zfp68	zinc finger protein 68 (Zfp68), transcript variant 1, mRNA.	-6.52	-2.71	0.011701967	24135	NM_013844.2	NM_013844.2
ILMN_1251839	Myo7a	myosin VIIa (Myo7a), mRNA.	-6.37	-2.67	0.00264	17921	NM_008663.2	NM_008663.2
ILMN_1223734	Atf4	activating transcription factor 4 (Atf4), mRNA.	-6.36	-2.67	0.006876021	11911	NM_009716.2	NM_009716.2
ILMN_2893063	Rnf219	ring finger protein 219 (Rnf219), mRNA.	-6.22	-2.64	0.01285	72486	NM_026047.4	NM_026047.4
ILMN_1218118	Tia1	cytotoxic granule-associated RNA binding protein 1	-6.19	-2.63	0.01594		AK009502	
ILMN_1220270	Mef2c	myocyte enhancer factor 2C	-6.02	-2.59	0.01615		AK047994	
ILMN_2420119	MTDH	metadherin	-6.01	-2.59	0.003334355		NM_026002	
ILMN_2704027	Slc25a18	solute carrier family 25 (mitochondrial carrier), member 18 (Slc25a18)	-5.99	-2.58	0.01600	71803	NM_001081048.1	NM_001081048.1
ILMN_2775050	Arv1	ARV1 homolog (yeast) (Arv1), mRNA.	-5.79	-2.53	0.00202	68865	NM_026855.3	NM_026855.3
ILMN_2892292	Alg9	asparagine-linked glycosylation 9 homolog (yeast, alpha 1,2 mannosyltransferase) (Alg9)	-5.79	-2.53	0.00345	102580	NM_133981.1	NM_133981.1
ILMN_1243212	Sparc	secreted acidic cysteine rich glycoprotein (Sparc), mRNA.	-5.74	-2.52	0.01800	20692	NM_009242.3	NM_009242.3
ILMN_2585137	HMGCS1	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	-5.70	-2.51	0.01236		AK078743	
ILMN_2942353	Ccl25	chemokine (C-C motif) ligand 25 (Ccl25), mRNA.	-5.67	-2.50	0.01798	20300	NM_009138.1	NM_009138.1
ILMN_1247404	B23031218Rik	RIKEN cDNA B23031218 gene, transcript variant 3 (B23031218Rik), mR	-5.62	-2.49	0.007754985	233058	XM_001002154.1	XM_001002154.1
ILMN_1219686	Esd	esterase D/formylglutathione hydrolase (Esd), mRNA.	-5.50	-2.46	0.00776	13885	NM_016903.4	NM_016903.4
ILMN_2703061	2810408P10Rik	RIKEN cDNA 2810408P10 gene (2810408P10Rik), mRNA.	-5.49	-2.46	0.00243	242747	NM_198619.2	NM_198619.2
ILMN_3150536	1200015F23Rik	RIKEN cDNA 1200015F23 gene (1200015F23Rik), mRNA. XM_924991	-5.49	-2.46	0.00242	67809	NM_001033136.2	NM_001033136.2
ILMN_2687140	B3gal6	UDP-Gal:betaGal beta 1,3-galactosyltransferase, polypeptide 6 (B3gal6)	-5.48	-2.45	0.002417001	117592	NM_080445.4	NM_080445.4
ILMN_1214850	Pak1	p21 (CDKN1A)-activated kinase 1 (Pak1), mRNA.	-5.31	-2.41	0.018368704	18479	NM_011035.2	NM_011035.2
ILMN_2543507	1190007107Rik	RIKEN cDNA 1190007107 gene (1190007107Rik), mRNA.	-5.06	-2.34	0.03328955	544717	XM_985039.1	XM_985039.1
ILMN_1255006	Rpe	ribulose-5-phosphate-3-epimerase (Rpe), mRNA.	-5.05	-2.34	0.01175	66646	NM_025683.2	NM_025683.2
ILMN_1249638	Rbbp4	retinoblastoma binding protein 4 (Rbbp4), mRNA.	-4.94	-2.30	0.00668	19646	NM_009030.3	NM_009030.3
ILMN_2502542	Uap1	UDP-N-acetylglucosamine pyrophosphorylase 1 (Uap1), mRNA.	-4.92	-2.30	0.029329881	107652	NM_133806.4	NM_133806.4
ILMN_3049465	D830030K20Rik	RIKEN cDNA D830030K20 gene (D830030K20Rik), mRNA.	-4.58	-2.20	0.01242	320333	NM_177135.2	NM_177135.2

Supplementary Table S1. Continued...

ILMN_2604226	Sema5a	sema domain, seven thrombospondin repeats (type 1 and type 1-like), (semaphorin) 5A (Sema5a)	-4.53	-2.18	0.00345	20356	NM_009154.2	NM_009154.2
ILMN_2701304	Ube2cbp	ubiquitin-conjugating enzyme E2C binding protein (Ube2cbp), mRNA.	-4.42	-2.14	0.001839255	70348	NM_027394.2	NM_027394.2
ILMN_1241137	Taf6	TAF6 RNA polymerase II, TATA box binding protein (TBP)-associated factor (Taf6)	-4.40	-2.14	0.02911	21343	NM_009315.3	NM_009315.3
ILMN_1233531	2610528E23Rik	RIKEN cDNA 2610528E23 gene (2610528E23Rik), mRNA.	-4.38	-2.13	0.03774	66497	NM_025599.2	NM_025599.2
ILMN_1255422	Ccrn4l	CCR4 carbon catabolite repression 4-like (S. cerevisiae) (Ccrn4l), m	-4.34	-2.12	0.00716	12457	NM_009834.1	NM_009834.1
ILMN_1214511	Ern2	endoplasmic reticulum (ER) to nucleus signalling 2 (Ern2), mRNA.	-4.33	-2.11	0.025176654	26918	NM_012016.2	NM_012016.2
ILMN_1222402	Pla2g4b	phospholipase A2, group IVB (cytosolic	-4.28	-2.10	0.01626		XM_358347.1	XM_358347.1
ILMN_1219670	Gpatch4	G patch domain containing 4 (Gpatch4), mRNA.	-4.27	-2.09	0.019147642	66614	NM_025663.2	NM_025663.2
ILMN_2998738	EG381438	predicted gene, EG381438 (EG381438), mRNA.	-4.25	-2.09	0.01408	381438	NM_198657.1	NM_198657.1
ILMN_2518483	Pla2g12a	phospholipase A2, group XIA	-4.13	-2.05	0.00298		NM_023196	
ILMN_1221526	LOC100041516	similar to 4933409K07Rik protein (LOC100041516), misc RNA.	-4.12	-2.04	0.027745096	100041516	XR_031127.1	XR_031127.1
ILMN_1216231	Scoc	short coiled-coil protein (Scoc), transcript variant 1, mRNA.	-4.10	-2.04	0.00668	56367	NM_001039137.2	NM_001039137.2
ILMN_2640848	Ccl21c	chemokine (C-C motif) ligand 21C (leucine)	-4.04	-2.01	0.01242		NM_023052	
ILMN_2728516	Psmc4	proteasome (prosome, macropain) 26S subunit, ATPase, 4	-4.00	-2.00	0.03580043		XM_355872.1	XM_355872.1
ILMN_2814350	Mkks	McKusick-Kaufman syndrome protein (Mkks), mRNA.	-3.96	-1.98	0.011610471	59030	NM_021527.1	NM_021527.1
ILMN_1228242	Zfp383	zinc finger protein 383 (Zfp383), mRNA.	-3.92	-1.97	0.009697126	73729	XM_001003466.1	XM_001003466.1
ILMN_1214375	Gpn2	GNP-loop GTPase 2 (Gpn2), mRNA.	-3.89	-1.96	0.01600	100210	NM_133884.1	NM_133884.1
ILMN_1232668	MXD1	MAX dimerization protein 1	-3.88	-1.96	0.017523285		NM_010751	
ILMN_2441501	Clstn1	calsynterin 1	-3.83	-1.94	0.00406		NM_023051	
ILMN_2510187	Slc39a2	solute carrier family 39 (zinc transporter), member 2, transcript variant 2 (Slc39a2)	-3.83	-1.94	0.01170	214922	XM_989872.1	XM_989872.1
ILMN_3133817	Arhgap12	Rho GTPase activating protein 12 (Arhgap12), transcript variant 2, m	-3.80	-1.92	0.02933	75415	NM_029277.2	NM_029277.2
ILMN_2764047	Hmgcll1	3-hydroxymethyl-3-methylglutaryl-Coenzyme A lyase-like 1 (Hmgcll1),	-3.76	-1.91	0.01077	208982	NM_173731.2	NM_173731.2
ILMN_2800380	Trim9	tripartite motif protein 9 (Trim9), mRNA.	-3.70	-1.89	0.02600	94090	NM_053167.1	NM_053167.1
ILMN_1234412	LOC674427	similar to ribosomal protein L7a (LOC674427), misc RNA.	-3.68	-1.88	0.01187	674427	XR_030796.1	XR_030796.1
ILMN_2599861	Defb11	defensin beta 11 (Defb11), mRNA.	-3.61	-1.85	0.02672	246081	NM_139221.1	NM_139221.1
ILMN_1255053	Plk1	polo-like kinase 1 (Drosophila) (Plk1), mRNA.	-3.58	-1.84	0.01923	18817	NM_011121.3	NM_011121.3
ILMN_1214139	Fmn2	formin 2	-3.54	-1.82	0.01102		AK013585	
ILMN_2890496	Rbbp9	retinoblastoma binding protein 9 (Rbbp9), mRNA.	-3.50	-1.81	0.01236	26450	NM_015754.2	NM_015754.2
ILMN_1240178	Cndbp1	cyclin D-type binding-protein 1 (Cndbp1), mRNA.	-3.47	-1.80	0.002417001	17151	NM_010761.2	NM_010761.2
ILMN_2722129	Hps1	Hermansky-Pudlak syndrome 1 homolog (human) (Hps1), mRNA.	-3.42	-1.77	0.009116249	192236	NM_019424.2	NM_019424.2
ILMN_1226111	LOC100043821	hypothetical protein LOC100043821 (LOC100043821), mRNA.	-3.35	-1.74	0.005791558	100043821	XM_001481017.1	XM_001481017.1
ILMN_1248465	Zcchc3	zinc finger, CCHC domain containing 3 (Zcchc3), mRNA.	-3.34	-1.74	0.02396	67917	NM_175126.3	NM_175126.3
ILMN_2657728	Stxbp2	syntaxin binding protein 2	-3.30	-1.72	0.003448847		NM_011503.2	NM_011503.2
ILMN_2756023	Pcsk9	proprotein convertase subtilisin/kexin type 9 (Pcsk9), mRNA.	-3.24	-1.70	0.014517168	100102	NM_153565.1	NM_153565.1
ILMN_1233812	CCNY	cyclin Y	-3.24	-1.69	0.02036		AK014201	
ILMN_1214422	2810408P10Rik	RIKEN cDNA 2810408P10 gene (2810408P10Rik), mRNA.	-3.12	-1.64	0.01958	242747	NM_198619.2	NM_198619.2
ILMN_2603081	Nt5c3	5'-nucleotidase, cytosolic III (Nt5c3), mRNA.	-3.08	-1.62	0.00223	107569	NM_026004.2	NM_026004.2
ILMN_2717621	Rps15a	ribosomal protein S15a (Rps15a), mRNA.	-3.06	-1.61	0.012976651	267019	NM_170669.2	NM_170669.2
ILMN_2778076	CDPF1	cysteine rich, DPF motif domain containing 1	-3.06	-1.61	0.04228		NM_197998	
ILMN_2717176	Rgl1	ral guanine nucleotide dissociation stimulator,-like 1 (Rgl1), mRNA.	-3.05	-1.61	0.00862	19731	NM_016846.3	NM_016846.3
ILMN_2826826	Rtbdn	retbindin (Rtbdn), mRNA.	-3.05	-1.61	0.03580043	234542	NM_144929.2	NM_144929.2
ILMN_1260038	Eif4e	eukaryotic translation initiation factor 4E (Eif4e), mRNA.	-3.03	-1.60	0.044227295	13684	NM_007917.3	NM_007917.3
ILMN_1259641	LOC674912	similar to melanoma antigen, transcript variant 1 (LOC674912)	-3.02	-1.60	0.02677	674912	XM_979860.1	XM_979860.1
ILMN_2690256	Insig2	insulin induced gene 2 (Insig2), mRNA.	-3.01	-1.59	0.006876021	72999	NM_133748.1	NM_133748.1
ILMN_1245711	C030034I22Rik	RIKEN cDNA C030034I22 gene (C030034I22Rik), mRNA.	-3.01	-1.59	0.01236	77533	XM_001478807.1	XM_001478807.1
ILMN_2747480	Spr	signal recognition particle receptor ('docking protein') (Spr)	-2.99	-1.58	0.01015	67398	NM_026130.1	NM_026130.1
ILMN_1255262	GPATCH4	G patch domain containing 4	-2.99	-1.58	0.02607		AK018306	
ILMN_2588199	Mrps27	mitochondrial ribosomal protein S27 (Mrps27), nuclear gene encoding mitochondrial protein	-2.99	-1.58	0.009697126	218506	NM_173757.3	NM_173757.3
ILMN_1236666	AcsI6	acyl-CoA synthetase long-chain family member 6 (AcsI6), transcript variant 4	-2.96	-1.57	0.009116249	216739	NM_001033599.1	NM_001033599.1
ILMN_1245420	ZMYM6	zinc finger, MYM-type 6	-2.96	-1.57	0.01138		AK035122	
ILMN_3006575	6330503K22Rik	RIKEN cDNA 6330503K22 gene (6330503K22Rik), mRNA.	-2.95	-1.56	0.01236	101565	NM_182995.1	NM_182995.1
ILMN_1250939	Agpat5	1-acylglycerol-3-phosphate O-acyltransferase 5 (lysophosphatidic acid acyltransferase, epsilon) (Agpat5)	-2.92	-1.55	0.019801201	52123	NM_026792.3	NM_026792.3
ILMN_1223045	2810417H13Rik	RIKEN cDNA 2810417H13 gene (2810417H13Rik), mRNA.	-2.90	-1.53	0.03371	68026	NM_026515.2	NM_026515.2
ILMN_2693858	D14Ert449e	DNA segment, Chr 14, ERATO Doi 449, expressed (D14Ert449e), mRNA.	-2.89	-1.53	0.00184	66039	NM_025311.1	NM_025311.1
ILMN_1251041	Btrc	beta-transducin repeat containing protein (Btrc), transcript variant 1	-2.88	-1.53	0.016151201	12234	NM_001037758.1	NM_001037758.1
ILMN_2723346	1700029J07Rik	RIKEN cDNA 1700029J07 gene (1700029J07Rik), mRNA.	-2.87	-1.52	0.019801201	69479	NM_001033148.2	NM_001033148.2
ILMN_2733330	Rps3a	ribosomal protein S3a (Rps3a), mRNA.	-2.87	-1.52	0.042064697	20091	NM_016959.2	NM_016959.2
ILMN_2598576	Parp2	poly (ADP-ribose) polymerase family, member 2 (Parp2), mRNA.	-2.87	-1.52	0.006876021	11546	NM_009632.2	NM_009632.2
ILMN_1252992	AFG3L2	AFG3-like AAA ATPase 2	-2.81	-1.49	0.04165		AK080118	
ILMN_2860964	Med23	mediator complex subunit 23 (Med23), mRNA.	-2.81	-1.49	0.022358822	70208	NM_027347.2	NM_027347.2
ILMN_2865527	Krt12	keratin 12 (Krt12), mRNA.	-2.80	-1.49	0.01851	268482	NM_010661.2	NM_010661.2
ILMN_1223546	6430571L13Rik	RIKEN cDNA 6430571L13 gene (6430571L13Rik), mRNA.	-2.79	-1.48	0.016151201	235599	NM_175486.3	NM_175486.3
ILMN_1219305	Gstm6	glutathione S-transferase, mu 6 (Gstm6), mRNA.	-2.78	-1.48	0.04113	14867	NM_008184.3	NM_008184.3
ILMN_2660803	Bckdhb	branched chain ketoacid dehydrogenase E1, beta polypeptide, nuclear gene encoding mitochondrial protein	-2.78	-1.47	0.03421	12040	NM_199195.1	NM_199195.1
ILMN_3011719	6430706D22Rik	RIKEN cDNA 6430706D22 gene (6430706D22Rik), mRNA.	-2.77	-1.47	0.01915	381280	NM_198652.1	NM_198652.1
ILMN_2482572	Flnb	filamin, beta (Flnb), mRNA. XM_904364 XM_990154	-2.76	-1.46	0.04485	286940	NM_134080.1	NM_134080.1
ILMN_2598402	Parp8	poly (ADP-ribose) polymerase family, member 8 (Parp8), mRNA.	-2.74	-1.46	0.01062	52552	NM_001081009.1	NM_001081009.1
ILMN_2600315	Ercc8	excision repair/ross-complementing rodent repair deficiency, complementation group 8 (Ercc8)	-2.73	-1.45	0.01285	71991	NM_028042.3	NM_028042.3
ILMN_2602151	Rpap1	RNA polymerase II associated protein 1 (Rpap1), mRNA.	-2.71	-1.44	0.04359	68925	NM_177294.4	NM_177294.4
ILMN_1232989	Ehd3	EH-domain containing 3 (Ehd3), mRNA.	-2.71	-1.44	0.027312322	57440	NM_020578.2	NM_020578.2
ILMN_2507331	Xylt1	xylosyltransferase 1 (Xylt1), mRNA.	-2.68	-1.42	0.03681	233781	NM_175645.3	NM_175645.3

Supplementary Table S1. Continued...

ILMN_2654906	Mgat3	mannoside acetylglucosaminyltransferase 3 (Mgat3), mRNA.	-2.67	-1.41	0.030583858	17309	NM_010795.3	NM_010795.3
ILMN_2970834	Pex19	peroxisome biogenesis factor 19 (Pex19), mRNA.	-2.66	-1.41	0.018162947	19298	NM_023041.2	NM_023041.2
ILMN_2475271	Trappc5	trafficking protein particle complex 5 (Trappc5), mRNA.	-2.65	-1.41	0.041133914	66682	NM_025701.3	NM_025701.3
ILMN_3160771	Cd200	CD200 antigen	-2.64	-1.40	0.04206		NM_010818	
ILMN_2687011	Krt1-12	keratin 12	-2.62	-1.39	0.02799		NM_010661.1	NM_010661.1
ILMN_2747754	Pygb	brain glycogen phosphorylase (Pygb), mRNA.	-2.61	-1.38	0.010963273	110078	NM_153781.1	NM_153781.1
ILMN_1234100	Bsdc1	BSD domain containing 1 (Bsdc1), mRNA.	-2.60	-1.38	0.00711	100383	NM_133889.2	NM_133889.2
ILMN_1213374	KCNH7	potassium voltage-gated channel, subfamily H (eag-related), member 7	-2.59	-1.37	0.00912		AK052366	
ILMN_2867013	Zfp160	zinc finger protein 160 (Zfp160), mRNA.	-2.58	-1.37	0.02721	224585	NM_145483.1	NM_145483.1
ILMN_1255657	Yipf4	Yip1 domain family, member 4 (Yipf4), mRNA.	-2.53	-1.34	0.03421	67864	NM_026417.3	NM_026417.3
ILMN_1246132	E230029C05Rik	RIKEN cDNA E230029C05 gene (E230029C05Rik), mRNA.	-2.51	-1.33	0.03774	319711	XM_001473432.1	XM_001473432.1
ILMN_2686353	Sult2b1	sulfotransferase family, cytosolic, 2B, member 1 (Sult2b1), mRNA.	-2.51	-1.32	0.03863	54200	NM_017465.1	NM_017465.1
ILMN_1250569	Rapgef1	Rap guanine nucleotide exchange factor (GEF)-like 1 (Rapgef1), mRNA	-2.50	-1.32	0.02341	268490	NM_001080925.1	NM_001080925.1
ILMN_2628567	Phid3	pleckstrin homology-like domain, family A, member 3 (Phid3), mRNA.	-2.49	-1.32	0.00693	27280	NM_013750.1	NM_013750.1
ILMN_2613469	Psmb5	proteasome (prosome, macropain) subunit, beta type 5 (Psmb5), mRNA.	-2.49	-1.31	0.03880	19173	NM_011186.1	NM_011186.1
ILMN_1258526	Lgals3bp	lectin, galactoside-binding, soluble, 3 binding protein (Lgals3bp),	-2.48	-1.31	0.024340035	19039	NM_011150.2	NM_011150.2
ILMN_2503166	C330011F01Rik	RIKEN cDNA C330011F01 gene (C330011F01Rik), mRNA.	-2.48	-1.31	0.04254	78605	XM_001005388.1	XM_001005388.1
ILMN_2944843	LOC545056	ubiquitin-conjugating enzyme E2, J2 homolog pseudogene (LOC545056) on chromosome 14.	-2.47	-1.30	0.01096	545056	NR_002889.1	NR_002889.1
ILMN_2581972	E2F6	E2F transcription factor 6	-2.45	-1.29	0.009697126		AK075684	
ILMN_1221341	LOC100047226	hypothetical protein LOC100047226 (LOC100047226), misc RNA.	-2.44	-1.29	0.03648	100047226	XR_033502.1	XR_033502.1
ILMN_2457372	TRUB1	TruB pseudouridine (psi) synthase family member 1	-2.44	-1.28	0.03371		NM_028115	
ILMN_1238215	CTGF	connective tissue growth factor	-2.41	-1.27	0.01615		NM_010217	
ILMN_1236107	Ogfrl1	opioid growth factor receptor-like 1 (Ogfrl1), mRNA.	-2.40	-1.26	0.024568886	70155	XM_973033.1	XM_973033.1
ILMN_3158444	Ank2	ankyrin 2, brain (Ank2), transcript variant 2, mRNA.	-2.40	-1.26	0.04867	109676	NM_178655.3	NM_178655.3
ILMN_3135697	1200003I07Rik	RIKEN cDNA 1200003I07 gene (1200003I07Rik), transcript variant 3, mR	-2.39	-1.26	0.021878595	66869	NM_181274.3	NM_181274.3
ILMN_2637484	Nanos2	nanos homolog 2 (Drosophila) (Nanos2), mRNA.	-2.38	-1.25	0.03449	378430	NM_194064.2	NM_194064.2
ILMN_1257622	Tubgcp4	tubulin, gamma complex associated protein 4 (Tubgcp4), mRNA.	-2.36	-1.24	0.02623	51885	NM_153387.2	NM_153387.2
ILMN_1225461	PEX6	peroxisomal biogenesis factor 6	-2.33	-1.22	0.02222		AK030565	
ILMN_1244343	SUN2	Sad1 and UNC84 domain containing 2	-2.31	-1.21	0.02780		NM_194342	
ILMN_2886468	Fbxo46	F-box protein 46 (Fbxo46), mRNA.	-2.31	-1.21	0.012356669	243867	NM_175530.2	NM_175530.2
ILMN_2498787	Zfp236	zinc finger protein 236, transcript variant 1 (Zfp236), mRNA.	-2.31	-1.21	0.018842775	329002	NM_484752.5	XM_484752.5
ILMN_3151840	Ppm1m	protein phosphatase 1M (Ppm1m), transcript variant 1, mRNA.	-2.31	-1.21	0.010963273	67905	NM_026447.2	NM_026447.2
ILMN_2777722	KDM5B	lysine (K)-specific demethylase 5B	-2.30	-1.20	0.01578		NM_152895	
ILMN_1224437	PPM1M	protein phosphatase 1M	-2.29	-1.20	0.007164895		NM_026447	
ILMN_2739816	AW822252	expressed sequence AW822252 (AW822252), mRNA.	-2.29	-1.20	0.019147642	331578	XM_001474711.1	XM_001474711.1
ILMN_1213448	LOC669658	similar to melanoma antigen (LOC669658), mRNA.	-2.29	-1.20	0.037029903	669658	XM_976371.1	XM_976371.1
ILMN_1216136	Cbfa2t3h	core-binding factor, runt domain, alpha subunit 2, translocated to, 3 homolog (human) (Cbfa2t3h)	-2.29	-1.19	0.00656	12398	NM_009824.1	NM_009824.1
ILMN_2819558	Bach2	BTB and CNC homology 2 (Bach2), mRNA.	-2.28	-1.19	0.02072362	12014	NM_007521.2	NM_007521.2
ILMN_2903698	Snapp3	small nuclear RNA activating complex, polypeptide 3 (Snapp3), mRNA.	-2.28	-1.19	0.006992973	77634	NM_029949.1	NM_029949.1
ILMN_1253848	Neo1	neogenin	-2.26	-1.17	0.04165		AK077830	
ILMN_2776952	Tmem55b	transmembrane protein 55b (Tmem55b), mRNA. XM_919952 XM_919965	-2.25	-1.17	0.01649	219024	NM_001033271.3	NM_001033271.3
ILMN_1221985	1700123A16Rik	RIKEN cDNA 1700123A16 gene (1700123A16Rik), mRNA.	-2.25	-1.17	0.016258812	73610	XM_984400.1	XM_984400.1
ILMN_2602257	Tmem68	transmembrane protein 68 (Tmem68), mRNA.	-2.25	-1.17	0.021965643	72098	NM_028097.3	NM_028097.3
ILMN_2636403	Axud1	AXIN1 up-regulated 1 (Axud1), mRNA.	-2.24	-1.17	0.02869	215418	NM_153287.3	NM_153287.3
ILMN_2773909	1600014C10Rik	RIKEN cDNA 1600014C10 gene (1600014C10Rik), transcript variant 2, mR	-2.22	-1.15	0.010963273	72244	NM_028166.3	NM_028166.3
ILMN_1224540	Eltf1	EGF, latrophilin seven transmembrane domain containing 1 (Eltf1), mR	-2.20	-1.14	0.03649	170757	NM_133222.2	NM_133222.2
ILMN_2714415	4922501C03Rik	RIKEN cDNA 4922501C03 gene (4922501C03Rik), mRNA.	-2.20	-1.14	0.04202	382090	NM_199316.2	NM_199316.2
ILMN_1253316	Polr3f	polymerase (RNA) III (DNA directed) polypeptide F	-2.19	-1.13	0.03421134		NM_027417	
ILMN_1254717	Zfp429	zinc finger protein 429 (Zfp429), mRNA.	-2.18	-1.13	0.00937	72807	NM_001080941.1	NM_001080941.1
ILMN_1221822	Rbm12	RNA binding motif protein 12 (Rbm12), transcript variant 2, mRNA.	-2.18	-1.12	0.02577	75710	NM_170598.2	NM_170598.2
ILMN_1229343	Mboat2	membrane bound O-acyltransferase domain containing 2 (Mboat2), transcript variant 2	-2.18	-1.12	0.039169736	67216	NM_001083341.1	NM_001083341.1
ILMN_1255776	BCO17643	cDNA sequence BCO17643 (BCO17643), mRNA.	-2.17	-1.11	0.030094454	217370	NM_144832.1	NM_144832.1
ILMN_2747430	Atp7a	ATPase, Cu++ transporting, alpha polypeptide (Atp7a), mRNA.	-2.16	-1.11	0.04193	11977	NM_009726.3	NM_009726.3
ILMN_2920541	Tbc1d9	TBC1 domain family, member 9 (Tbc1d9), mRNA.	-2.15	-1.10	0.032536317	71310	NM_027758.1	NM_027758.1
ILMN_1236868	Idb2	Id2, inhibitor of DNA binding 2	-2.13	-1.09	0.00688		AK013239	
ILMN_2654651	Thbs3	thrombospondin 3 (Thbs3), mRNA.	-2.13	-1.09	0.03864	21827	NM_013691.1	NM_013691.1
ILMN_2968211	Lgals4	lectin, galactose binding, soluble 4 (Lgals4), mRNA.	-2.12	-1.09	0.036344867	16855	NM_010706.1	NM_010706.1
ILMN_1217054	Ckmt1	creatine kinase, mitochondrial 1, ubiquitous	-2.12	-1.08	0.04381		AK018487	
ILMN_2497745	Mtap9	microtubule-associated protein 9 (Mtap9), mRNA.	-2.12	-1.08	0.01096	213582	NM_001081230.1	NM_001081230.1
ILMN_2571616	TPM4	tropomyosin 4	-2.11	-1.08	0.03880		AK049383	
ILMN_1230963	dguok	deoxyguanosine kinase	-2.10	-1.07	0.00656		AK003639	
ILMN_2435505	Usf1	upstream transcription factor 1 (Usf1), mRNA.	-2.10	-1.07	0.04167	22278	NM_009480.2	NM_009480.2
ILMN_1225370	Wdr92	WD repeat domain 92 (Wdr92), mRNA.	-2.09	-1.07	0.02486	103784	NM_178909.4	NM_178909.4
ILMN_2606711	LOC100046163	similar to Nme6 protein (LOC100046163), mRNA.	-2.09	-1.06	0.02139	100046163	XM_001475710.1	XM_001475710.1
ILMN_1217776	MIl5	Kmt2e, lysine (K)-specific methyltransferase 2E	-2.09	-1.06	0.03449		XM_485570	
ILMN_2862706	H2-Q5	histocompatibility 2, Q region locus 5 (H2-Q5), mRNA.	-2.08	-1.06	0.04842014	15016	NM_010393.1	NM_010393.1
ILMN_1228942	Cd59a	CD59a antigen (Cd59a), mRNA.	-2.07	-1.05	0.01151	12509	NM_007652.2	NM_007652.2
ILMN_1257178	Zfp367	zinc finger protein 367 (Zfp367), mRNA.	-2.07	-1.05	0.02504	238673	NM_175494.4	NM_175494.4
ILMN_1253609	EED	embryonic ectoderm development	-2.06	-1.04	0.038795386		AK016228	
ILMN_2645460	2410146L05Rik	RIKEN cDNA 2410146L05 gene (2410146L05Rik), mRNA.	-2.05	-1.04	0.019121023	67968	NM_026480.2	NM_026480.2
ILMN_1216709	PBX4	pre B cell leukemia homeobox 4	-2.04	-1.03	0.03421		NM_030555	

Supplementary Table S1. Continued...

ILMN_1218136	USP53	ubiquitin specific peptidase 53	-2.04	-1.03	0.010963273		AK030317	
ILMN_2459211	Dgkh	diacylglycerol kinase, eta	-2.01	-1.01	0.037781753		XM_484397	
ILMN_2696066	3110070M22Rik	RIKEN cDNA 3110070M22 gene (3110070M22Rik), mRNA.	-2.01	-1.01	0.04722	67304	NM_026084.2	NM_026084.2
ILMN_1227126	Ppp2r3a	protein phosphatase 2 (formerly 2A), regulatory subunit B'', alpha (Ppp2r3a)	-2.00	-1.00	0.04899	19054	XM_001471965.1	XM_001471965.1
ILMN_1233455	Olfml3	olfactomedin-like 3 (Olfml3), mRNA.	-1.99	-0.99	0.04166539	99543	NM_133859.2	NM_133859.2
ILMN_2703182	Lgals7	lectin, galactose binding, soluble 7 (Lgals7), mRNA.	-1.98	-0.98	0.02139	16858	NM_008496.4	NM_008496.4
ILMN_1257623	Pik3ap1	phosphoinositide-3-kinase adaptor protein 1 (Pik3ap1), mRNA.	-1.95	-0.96	0.019778939	83490	NM_031376.2	NM_031376.2
ILMN_2775098	Cyb5	cytochrome b-5 (Cyb5), mRNA.	-1.93	-0.95	0.016469356	109672	NM_025797.3	NM_025797.3
ILMN_3004949	D930028F11Rik	RIKEN cDNA D930028F11 gene (D930028F11Rik), mRNA.	-1.92	-0.94	0.04165212	244853	NM_172921.2	NM_172921.2
ILMN_2676512	Riok1	RIO kinase 1 (yeast) (Riok1), mRNA.	-1.91	-0.94	0.024906604	71340	NM_024242.2	NM_024242.2
ILMN_2519789	Zfp101	zinc finger protein 101 (Zfp101), mRNA.	-1.90	-0.93	0.03482	22643	NM_009542.2	NM_009542.2
ILMN_1258206	Atm	ataxia telangiectasia mutated homolog (human) (Atm), mRNA.	-1.89	-0.92	0.026658215	11920	NM_007499.1	NM_007499.1
ILMN_2667814	Iars2	isoleucine-tRNA synthetase 2, mitochondrial (Iars2), mRNA.	-1.89	-0.92	0.01355	381314	NM_198653.1	NM_198653.1
ILMN_1222767	H2afj	H2A histone family, member J (H2afj), mRNA.	-1.88	-0.91	0.00830	232440	NM_177688.4	NM_177688.4
ILMN_1249466	Fut10	fucosyltransferase 10 (Fut10), transcript variant A, mRNA.	-1.88	-0.91	0.04050	171167	NM_001012517.4	NM_001012517.4
ILMN_2703621	Zfp593	zinc finger protein 593 (Zfp593), mRNA.	-1.87	-0.90	0.02607	68040	NM_024215.2	NM_024215.2
ILMN_2702403	Htr3a	5-hydroxytryptamine (serotonin) receptor 3A (Htr3a), transcript variant 2	-1.86	-0.90	0.03580043	15561	NM_001099644.1	NM_001099644.1
ILMN_2593993	Eif4e3	EIF4E2, eukaryotic translation initiation factor 4E family member 2	-1.86	-0.90	0.01497		NM_023314.2	NM_023314.2
ILMN_2509817	Atp8a1	ATPase, aminophospholipid transporter (APLT), class I, type 8A, member 1 (Atp8a1), transcript variant 2	-1.86	-0.89	0.02577	11980	NM_009727.2	NM_009727.2
ILMN_1257336	Cwf19l1	CWF19-like 1, cell cycle control (S. pombe) (Cwf19l1), mRNA.	-1.86	-0.89	0.016151201	72502	NM_001081077.1	NM_001081077.1
ILMN_1252850	Rbm8a	RNA binding motif protein 8a (Rbm8a), mRNA.	-1.85	-0.89	0.012917056	60365	NM_025875.1	NM_025875.1
ILMN_2668886	6720456H20Rik	RIKEN cDNA 6720456H20 gene (6720456H20Rik), mRNA.	-1.85	-0.89	0.02173	218989	NM_172600.2	NM_172600.2
ILMN_2883164	Serpine2	serine (or cysteine) peptidase inhibitor, clade E, member 2 (Serpine2)	-1.85	-0.88	0.039169736	20720	NM_009255.2	NM_009255.2
ILMN_1250138	Muc1	mucin 1, transmembrane (Muc1), mRNA.	-1.84	-0.88	0.01102	17829	NM_013605.1	NM_013605.1
ILMN_2740869	Rims2	regulating synaptic membrane exocytosis 2 (Rims2), mRNA.	-1.84	-0.88	0.03159	116838	NM_053271.1	NM_053271.1
ILMN_1252144	Mif4gd	MIF4G domain containing (Mif4gd), mRNA.	-1.84	-0.88	0.04423	69674	NM_027162.3	NM_027162.3
ILMN_2621921	Cln7	chloride channel 7 (Cln7), mRNA.	-1.83	-0.87	0.005791558	26373	NM_011930.3	NM_011930.3
ILMN_1232341	A730008H23Rik	RIKEN cDNA A730008H23 gene (A730008H23Rik), mRNA.	-1.83	-0.87	0.018325465	212427	NM_172505.1	NM_172505.1
ILMN_1239863	E330016A19Rik	RIKEN cDNA E330016A19 gene (E330016A19Rik), mRNA.	-1.83	-0.87	0.0291027	214763	NM_173386.3	NM_173386.3
ILMN_2683222	Srd5a3	steroid 5 alpha-reductase 3 (Srd5a3), mRNA.	-1.82	-0.87	0.02955	57357	NM_020611.3	NM_020611.3
ILMN_2713898	Ddr1	discoidin domain receptor family, member 1 (Ddr1), transcript variant 1	-1.82	-0.86	0.00716	12305	NM_007584.2	NM_007584.2
ILMN_2768972	Fam107a	family with sequence similarity 107, member A (Fam107a), mRNA.	-1.82	-0.86	0.041925836	268709	NM_183187.3	NM_183187.3
ILMN_2671923	Ly86	lymphocyte antigen 86 (Ly86), mRNA.	-1.82	-0.86	0.04254	17084	NM_010745.1	NM_010745.1
ILMN_2852533	Ahcy	S-adenosylhomocysteine hydrolase (Ahcy), mRNA.	-1.82	-0.86	0.042954423	269378	NM_016661.2	NM_016661.2
ILMN_3060512	Sel1l	sel-1 suppressor of lin-12-like (C. elegans) (Sel1l), transcript variant 1	-1.81	-0.86	0.02911	20338	NM_001039089.1	NM_001039089.1
ILMN_1223832	LOC100047833	similar to MK-5 type 2 (LOC100047833), mRNA.	-1.80	-0.85	0.03031592	100047833	XM_001479242.1	XM_001479242.1
ILMN_1213815	Mtap6	Map6, microtubule-associated protein	-1.80	-0.85	0.02257		AK082709	
ILMN_2840958	Thbs3	thrombospondin 3 (Thbs3), mRNA.	-1.79	-0.84	0.03880	21827	NM_013691.1	NM_013691.1
ILMN_2741872	Heatr5a	HEAT repeat containing 5A (Heatr5a), mRNA.	-1.79	-0.84	0.04909	320487	NM_177171.4	NM_177171.4
ILMN_2925281	Abcd3	ATP-binding cassette, sub-family D (ALD), member 3 (Abcd3), mRNA.	-1.79	-0.84	0.002930004	19299	NM_008991.2	NM_008991.2
ILMN_2562131	Fmo1	flavin containing monooxygenase 1	-1.78	-0.84	0.02526		AK042457	
ILMN_2954868	Oasl2	2'-5' oligoadenylate synthetase-like 2 (Oasl2), mRNA.	-1.78	-0.84	0.042792667	23962	NM_011854.1	NM_011854.1
ILMN_2756041	Pkm2	pyruvate kinase, muscle (Pkm2), mRNA. XM_979725 XM_979753 XM_979779	-1.78	-0.83	0.028798057	18746	NM_011099.2	NM_011099.2
ILMN_3097950	Asb1	ankyrin repeat and SOCS box-containing 1 (Asb1), transcript variant 2	-1.78	-0.83	0.010963273	65247	NM_023046.4	NM_023046.4
ILMN_1213855	Extl2	exostosins (multiple)-like 2 (Extl2), mRNA.	-1.76	-0.81	0.00648	58193	NM_021388.3	NM_021388.3
ILMN_2958484	Nlr1	NLR family member X1 (Nlr1), mRNA.	-1.75	-0.81	0.025932586	270151	NM_178420.2	NM_178420.2
ILMN_3135566	Tsc2	tuberous sclerosis 2 (Tsc2), transcript variant 2, mRNA.	-1.75	-0.81	0.01752	22084	NM_001039363.1	NM_001039363.1
ILMN_1253819	Prkar2b	protein kinase, cAMP dependent regulatory, type II beta (Prkar2b), m	-1.75	-0.81	0.019147642	19088	NM_011158.3	NM_011158.3
ILMN_2992836	Zfp87	zinc finger protein 87 (Zfp87), mRNA.	-1.75	-0.81	0.03880	170763	NM_133228.2	NM_133228.2
ILMN_2781353	Ush2a	Usher syndrome 2A (autosomal recessive, mild) homolog (human) (Ush2a)	-1.75	-0.81	0.03880	22283	NM_021408.2	NM_021408.2
ILMN_1248210	LOC100041290	hypothetical protein LOC100041290 (LOC100041290), mRNA.	-1.74	-0.80	0.021967819	100041290	XM_001476109.1	XM_001476109.1
ILMN_2867158	3110007F17Rik	RIKEN cDNA 3110007F17 gene (3110007F17Rik), mRNA.	-1.74	-0.80	0.03421134	73061	NM_028426.1	NM_028426.1
ILMN_3135409	Elmo2	engulfment and cell motility 2, ced-12 homolog (C. elegans) (Elmo2), transcript variant 1	-1.74	-0.80	0.01417	140579	NM_207705.1	NM_207705.1
ILMN_2787844	Serinc3	serine incorporator 3 (Serinc3), mRNA.	-1.74	-0.80	0.025932586	26943	NM_012032.2	NM_012032.2
ILMN_2501267	Tmc7	transmembrane channel-like gene family 7 (Tmc7), mRNA.	-1.73	-0.79	0.025129603	209760	NM_172476.4	NM_172476.4
ILMN_2912111	D10627	cDNA sequence D10627 (D10627), mRNA.	-1.73	-0.79	0.04193	234358	NM_001013379.2	NM_001013379.2
ILMN_2763772	Rpap3	RNA polymerase II associated protein 3 (Rpap3), mRNA.	-1.73	-0.79	0.01954	71919	NM_028003.2	NM_028003.2
ILMN_1259294	Tmem126b	transmembrane protein 126B (Tmem126b), mRNA.	-1.72	-0.79	0.01798	68472	NM_026734.1	NM_026734.1
ILMN_2851251	Hn1l	hematological and neurological expressed 1-like (Hn1l), mRNA.	-1.72	-0.78	0.03880	52009	NM_198937.2	NM_198937.2
ILMN_2685770	Vangl2	wg-like 2 (van gogh, Drosophila) (Vangl2), mRNA.	-1.72	-0.78	0.02933	93840	NM_033509.3	NM_033509.3
ILMN_3160963	Al316807	expressed sequence Al316807 (Al316807), mRNA.	-1.71	-0.77	0.030787675	102032	NM_001012667.1	NM_001012667.1
ILMN_2589312	Entpd4	ectonucleoside triphosphate diphosphohydrolase 4 (Entpd4), mRNA.	-1.70	-0.76	0.01881207	67464	NM_026174.2	NM_026174.2
ILMN_1256528	Flywch2	FLYWCH family member 2 (Flywch2), mRNA.	-1.68	-0.75	0.01980	76917	NM_029798.2	NM_029798.2
ILMN_1249550	Fkbp9	FK506 binding protein 9 (Fkbp9), mRNA.	-1.68	-0.75	0.02504	27055	NM_012056.1	NM_012056.1
ILMN_2773286	Dorz1	Abhd14a, abhydrolase domain containing 14A	-1.68	-0.75	0.02261		NM_145919	
ILMN_1250182	Cep164	centrosomal protein 164 (Cep164), mRNA.	-1.68	-0.75	0.04113	214552	NM_001081373.1	NM_001081373.1
ILMN_1241211	Gucy1a3	guanylate cyclase 1, soluble, alpha 3 (Gucy1a3), mRNA.	-1.68	-0.74	0.04816268	60596	NM_021896.4	NM_021896.4
ILMN_2600043	Slc35a5	solute carrier family 35, member A5 (Slc35a5), mRNA.	-1.67	-0.74	0.03652	74102	NM_028756.3	NM_028756.3
ILMN_2940642	Sl6galnac2	ST6 (alpha-N-acetyl-neuraminyl-2,3-beta-galactosyl-1, 3)-N-acetylgalactosaminide alpha-2,6-sialyltransferase 2	-1.66	-0.73	0.04167	20446	NM_009180.3	NM_009180.3
ILMN_1241611	Zfp39	zinc finger protein 39 (Zfp39), mRNA.	-1.64	-0.72	0.00951	22698	NM_011758.2	NM_011758.2
ILMN_2651556	Otof	otofelin (Otof), transcript variant 2, mRNA.	-1.63	-0.71	0.01825	83762	NM_031875.2	NM_031875.2

Supplementary Table S1. Continued...

How the deposited data were processed for this re-analysis (not part of the article)

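Whole brains of 12 mice at postnatal day 1 were measured on Illumina MouseWG-6 arrays in a single colour. They came from WT and *nm1054* mice on the 129 (129S6/SvEvTac) and B6 (C57BL6/J) backgrounds, in 4 groups of 3. The authors computed probe intensities with GenomeStudio, normalized them in GeneSpring GX and deposited log2 values relative to the median of each probe over the 12 arrays. Differences between group means computed from these values match the log2 fold changes of Tables S1 to S4 within 0.005, which fixes their scale and direction. The sources used here do not name the software versions, the kind of normalization between arrays or the beadchip of each array. The values carry no signal level, so a filter on low signal and detection calls could not be applied, and the number of arrays limits the precision.

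All 45281 probes were kept. A gene symbol was given to 35784 probes, of which 28620 were updated through the gene identifier and 2637 through the transcript identifier of the platform table, and 4527 kept the symbol of that table. The remaining 9497 probes have no symbol. The RefSeq annotation of GRCm38.p6 gave names and gene order alone, since the values name no genome build. Analyses ran in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and figures in Python 3.11.15 with matplotlib 3.10.9 and pandas 2.3.3.

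The 12 arrays were fitted together by limma with a mean for each group, which gives 8 residual degrees of freedom and 10.8 prior degrees of freedom. The comparisons were 129 minus B6 within WT and within *nm1054* brains, *nm1054* minus WT within B6 and within 129, the mean of those genotype differences, and the interaction of strain and genotype. The paper describes the *nm1054* B6 mice alone as carrying a transgene with *Steap3*, so every comparison that includes them, the interaction among them, also includes the transgene. All tests are two-sided, from limma's moderated statistics with Benjamini-Hochberg adjustment over all probes. A probe is called at an adjusted p under 0.05 and a fold change over 1.5, and for the interaction at an adjusted p under 0.05. The moderated F test over the 4 groups takes the place of the ANOVA. Principal components and k-means (10 clusters, 25 random starts) used the probes of the F test, and Ward clustering with Euclidean distance used the probes called in either strain comparison. Other settings of each result, set before the data were examined, were the unpaired t-test of the paper's methods over all probes or over the probes of an ordinary ANOVA, a fit of the arrays compared alone, a replicate block, quantile normalization, array weights, removal of the less variable probes, robust variance estimates, no fold threshold or a fold over 2, and each array left out in turn. Centring each array on its median, quantile normalization of the gene lists, and every setting other than the window for the genes beside the deletion were added after the data had been seen.

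Gene lists were fixed before the data were examined. They are deleted genes, motile cilia, primary cilia and intraflagellar transport, centrosome and centriole, hydrocephalus genes, choroid plexus, red blood cells, iron handling, hypoxia response, microglia, radial glia and astrocytes, oligodendrocyte lineage, neurons, proliferating progenitors, endothelium and pericytes, meninges, Atf4 stress response, Notch signaling, Wnt signaling, Hedgehog signaling, interferon and antigen presentation, known strain differences and sex-linked. Each gene counts once, as the mean of its probes. Sets were tested with camera (preset correlation 0.01, and an estimated one) and fry from limma, adjusted over the 23 lists. Counts adjusted over the list alone equal those over all genes except among red blood cell genes in WT brains. Several lists hold genes that the paper picked from these arrays, so their calls are not independent evidence.

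Named genes follow a rule set before the data were examined, when the values in the paper's tables had been seen. It takes every gene that the paper names as measured on the arrays, the 10 named genes of largest change in each direction of each strain comparison (predicted genes and clone names skipped), the called genes of smallest adjusted p in the other comparisons, up to 4 called genes per list, the deleted genes and the sex-linked genes. Genes outside it are marked as chosen after their values were seen. The results of 1 gene that the rule takes are not reported here. The fit was tested on simulated data in which 50 probes were changed by each of 4 sizes between WT 129 and WT B6 arrays. limma recovered 80%, 92%, 100% and 100% of changes of 0.8, 1, 2 and 4 log2 units, the methods' t-test 14%, 16%, 66% and 98%, and limma made 8 false calls over 45281 probes. Pathway enrichment by commercial software, the quantitative PCR and the detection calls were not analysed here.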

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

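The tests of DNA kept beside the deletion and of an effect of the deletion on nearby genes were chosen after the result was seen, and the counts over other splits of the samples before. On 129, *nm1054* brains had more *Mcm6* (3.11 log2 units at ILMN_1217331), more *Cntn2* (1.44 at ILMN_2672943) and a higher signal at ILMN_1238327 (0.80), and less *Npm3-ps1* (-0.84), than WT brains, with 3 brains per group. On B6, *nm1054* brains had more *Spag9* (0.80) and *Map1b* (0.78 at ILMN_2750248 and 0.86 at ILMN_2932081). The other probes of *Mcm6* (3), *Cntn2* (3), *Spag9* (4) and *Map1b* (2) are not called. On both backgrounds *nm1054* brains had less *3110009E18Rik* (-4.39 on B6 and -4.35 on 129) and a lower signal at ILMN_2647251 (-1.16 and -1.22). Further probes of *Dbi* were lower as well, ILMN_3150159 (-7.97 and -7.52) and ILMN_3071356 (-2.55 and -2.35). With only the arrays of the groups compared, *Spag9* and both probes of *Map1b* lose their calls on B6, and ILMN_1238327 and *Npm3-ps1* theirs on 129. These probes are called by limma between *nm1054* and WT brains and are not among those that the paper lists for that comparison. *Mcm6* also stands out because its strain difference itself differs between WT and *nm1054* brains, with an interaction of 3.07.

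For the count on B6, 3 brains against 3 make 10 splits, too few for a share under 0.05. The real split called 8 probes and the highest of the others 115, so 2 splits reached the real count. The split with 115 calls sets the 3 brains with high *Xist* (WT B6 replicate 1 and *nm1054* B6 replicates 1 and 2) against the 3 with high Y-linked signal, and points to a structure of the B6 samples other than genotype, the cause of which was not tested. The count on B6 is 93 without WT B6 replicate 1. For the count on 129, also with 10 splits, 9 probes were called by the real split, the 1 split that reached this count, and 0 by the highest of the others. For the mean genotype effect, 2 of 100 splits within the strains reached the real count of 7, with 7 in the highest of the others, a share under 0.05. That outcome was in large part fixed beforehand, as the 3 probes of *Dbi* and that of *3110009E18Rik*, inside the deletion, are among the 7. The test therefore cannot exclude chance for the other calls, at *Mcm6*, *Cntn2* and ILMN_2647251. Without WT B6 replicate 1 the count is 17. For the interaction, 11 of 100 splits reached the real count of 1, with 7 in the highest of the others, so chance is not excluded for that count. Apart from the real split and the split that exchanges the groups themselves, 9 reached it and the highest was 3. The interaction count is 7 without WT B6 replicate 1 and 5 without *nm1054* 129 replicate 2.

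*Mcm6* and *Cntn2*, called on 129, lie on chromosome 1 within 10 Mb and 20 Mb of the deleted genes, and *Clasp1* (-1.45) and *C1ql2* (-1.23), also within 10 Mb, are called as well without WT B6 replicate 1 and, with all arrays, under quantile normalization, array weights or the SD filter (3 calls in each), and *Clasp1* with centred arrays or the 129 arrays alone. At *Mcm6* and *Cntn2*, both picked by their call on 129, the upper 95% bound of the B6 change is at most 0.246 of the change on 129. This argues against an effect of like size in both strains at these genes alone. The *nm1054* B6 mice, as the paper describes them, also carry the transgene, which this comparison cannot separate from the deletion. A candidate explanation that stays open is DNA of another strain kept beside the deletion in *nm1054* 129 mice: 2 of 4 WT strain calls within 10 Mb, at *Mcm6* and *Clasp1*, kept less than 50% of their size in *nm1054* brains, against 9.71% of 978 elsewhere (Fisher exact p = 0.0508). So few probes decide nothing (for *nm1054* calls, 0 of 2 within 10 Mb and 3 of 9 within 20 Mb were that much smaller in WT brains, Fisher exact p = 1 and 0.0402), and others run against a single unbroken segment of B6 DNA: *Insig2* (-1.59 in WT and -1.70 in *nm1054* brains) and *Lypd1* (1.05 and 0.96), between the deletion and *Mcm6*, keep their strain difference, and *Cntn2* (-0.36 and 1.06) and *Csrp1* (-1.03 and -3.18) differ from B6 more in *nm1054* brains. An effect of the mutation that depends on the background also stays open, with an interaction past its threshold at *Mcm6* and not at *Cntn2* (1.42, adjusted p = 0.0815, from 0.000112 to 0.432 over the settings tried and called in 6 of 18), but the transgene with *Steap3*, which the paper gives to *nm1054* B6 mice alone, cannot be separated from it.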

How the results depend on the processing

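Median centring of each array, all other settings than the window for genes beside the deletion, and the quantile normalization of the gene lists were chosen after the data were seen. None of the named genes or probes changed direction while called, but the balance of counts did. On B6, 3 of 8 calls were higher in *nm1054*, against 107 of 133 with array weights and 75 of 93 without WT B6 replicate 1. For the mean genotype effect 2 of 7 were, against 11 of 17 without WT B6 replicate 1. The interaction was above 0 at its 1 call, but below 0 at 31 of 39 with array weights, and WT calls were higher in 129 at 758 of 1510, but 428 of 1463 with median centring and 1278 of 2033 without WT B6 replicate 3. The counts between 129 and B6 in WT and in *nm1054* brains and their shared calls stayed within 1.5 times of 1510, 1479 and 1071 except as follows, and the cause was not tested unless given. With the methods' t-test they were 543, 714 and 387, the genotype counts were 1 on B6 (8 with limma) and 4 on 129 (9). The t-test finds 14% of simulated changes of 0.8 log2 units where limma finds 80%. That simulation changed 50 probes at each of 4 sizes, far fewer than the 3528 that pass the adjusted p in WT brains. Its shares therefore need not hold for these data. Within the probes of the ordinary ANOVA the t-test gave 5 on B6 and 5 on 129. The arrays of the groups compared alone gave 5 on B6. With no fold threshold the strain counts were 3528, 2913 and 1745, and with a fold over 2 they were 604, 627 and 521, and 5 on B6, as the threshold itself sets them. The interaction count of 1 became 5 with quantile normalization, 3 with median centring and 2 with the SD filter. Array weights, which give WT B6 replicate 1 a weight of 0.230, made 133 calls on B6, 31 on 129, 13 for the mean genotype effect (7 without weights), 39 for the interaction and 15252 in the F test (3795 without).

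Leaving out each array in turn gave ranges of 6 to 93 on B6, 7 to 13 on 129, 6 to 17 for the mean genotype effect, 1 to 7 for the interaction, 2571 to 6004 for the F test, 84.8% to 86.3% for component 1 and 1 to 3 for the genes beside the deletion, each with its highest value without WT B6 replicate 1. The interaction count also rose, to 5, without *nm1054* 129 replicate 2. The strain counts ran from 1407 to 2033 in WT, 1368 to 1668 in *nm1054* brains and 1034 to 1086 for shared calls. An arm left with 2 brains takes its spread from all groups. Component 1 held 49.7% over all probes, 91.3% over called probes and 74.2% at unit variance (85.2% otherwise). Clusters matching a sample group numbered 0 over all probes and 4 over the F test's probes (1 otherwise), and k-means clusters past 1.5-fold 5 with another seed and 8 over called probes (6 otherwise). List genes called were 44 in WT and 47 in *nm1054* brains for every probe on its own and 42 and 38 with no fold threshold (17 and 20 otherwise). Genes beside the deletion called on 129 were 0 within 5 Mb, 2 within 20 Mb, 0 with the methods' t-test over all probes or within the ANOVA probes, 2 with the 129 arrays alone, 2 with median centring, and 3 each with quantile normalization, array weights and the SD filter, apart from left-out arrays (1 otherwise). Of 724 to 1025 results for named genes, the methods' t-test ended 40 calls, a fold over 2 ended 39, and quantile normalization, median centring and array weights ended 8, 10 and 4 and added 13, 10 and 44.

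With the replicate block the counts were 1502, 1462 and 1066 between strains, 7 on B6, 7 on 129, 6 for the mean genotype effect, 1 for the interaction and 3016 in the F test, and 3 named calls were lost. The numbers do not pair the brains: of 18 pairs with the same number, 2 correlated above 0.1 (-0.323 to 0.194, median -0.0231), and 2 of 12 arrays correlated best with their own number. A pseudocount, a beadchip block and a filter on signal for probe pairs were not run, since the values hold neither a linear scale, signal levels nor beadchips, and the t-test was not run for the mean genotype effect and the interaction. Signal over background is not known from these values, so no limit from it is given.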

Differences from the paper's values

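The thresholds are the paper's, a corrected p under 0.05 and a fold over 1.5. Between WT 129 and WT B6 brains limma called 1510 probes, against the paper's 340 in its text and 470 probes in its Table S1. Of the settings set before the data were examined, the methods' t-test (543) and a fold over 2 (604) come within 1.5 times of the table's count, none comes within 1.5 times of the text's, and the others do neither. Between *nm1054* 129 and *nm1054* B6 brains limma called 1479 probes, against the paper's 539 in its text and in Table S2. The methods' t-test (714) and a fold over 2 (627) come within 1.5 times of it, and the others do not. Probes called in both comparisons were 1071, against the paper's 311, which the methods' t-test (387) alone comes within 1.5 times of. Between *nm1054* B6 and WT B6 brains limma called 8 probes and the paper's Table S3 lists 1, a count that the methods' t-test reaches (1), at another probe of *Dbi* than the table's. Between *nm1054* 129 and WT 129 brains limma called 9 probes and the paper's Table S4 lists 1, which none of the settings comes within 1.5 times of. Component 2 held 5.81% and component 3 held 2.65% of the variance, against the paper's 9.12% and 4.04%, and neither all probes (16.1% and 6.94%) nor the probes called in either strain comparison (2.55% and 1.71%) come within 1.5 times of them.

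The paper's Table S1 holds 470 probes where its text counts 340. All 469 of the measured probes of Table S1 and 535 of 537 of Table S2 are called here in the same direction. The paper places the strain differences of *Ccdc88c*, *Rnd3* and *Pcm1* in the *nm1054* comparison only and those of *Snx10* and *Wdr92* in the WT comparison only. All 5 are called in both here (*Ccdc88c* -1.29 and -1.36, *Rnd3* -1.84 and -1.68, *Pcm1* -0.76 and -1.19, *Snx10* 1.41 and 1.34, *Wdr92* -1.07 and -1.27 in WT and *nm1054* brains). With the methods' t-test *Ccdc88c*, *Rnd3* and *Pcm1* are not called in WT brains, and *Pcm1* and *Wdr92* not in *nm1054* brains. The paper gives *Spag1* as higher in 129 in WT and higher in B6 in *nm1054* brains. Here each of its probes keeps its direction in both, ILMN_2955694 at 1.03 and 0.88 and ILMN_2666380 at -0.59 and -0.69, the latter not called by the methods' t-test. The paper names *Acbp* as the sole gene that differs by genotype and says that the sixth deleted gene failed quality control. *3110009E18Rik* (-4.39 on B6 and -4.35 on 129) and *Mcm6* (3.11 on 129) are called here, among others.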

Other observations

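The share of calls higher in 129 and the tests of whether other probes of a gene follow were examined after the results were seen, as was the test of strain variants among differences over 4-fold. The test of strain variants over all sizes and the counts over other splits were set before. *Gh*, *Pomc* and *Cga*, genes of the pituitary chosen after their values were seen, were far higher in *nm1054* 129 replicate 1 than in other brains (7.52, 4.04 and 3.78). WT B6 replicate 1 and *nm1054* B6 replicate 2 were high for *En2* (2.78 and 3.48) and for *En1* (2.63 and 3.00 at ILMN_2776047, where the other 10 brains reached at most 0.51), also chosen after their values were seen.

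The strain differences exceed those of other splits of the samples. In the F test, 1 of 100 splits, the real one, reached 3795 probes, and the highest of the others called 7. For calls shared by WT and *nm1054* brains, 1 of 100 splits, the real one, reached 1071, and the highest other gave 6. A chance division of the samples is excluded for both. Within WT and within *nm1054* brains 10 splits are too few for a share under 0.05, with 1510 and 1479 calls in the real split, 1 split each reaching that count, and 0 in the highest of the others.

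Many strain differences sit at a single probe of a gene, as at *Atf4* (-2.67 and 0.35 in WT brains) and *Arl3* (-2.83 and -0.10). The other probes of a gene mostly followed little. Relative to the median of all probes, those of 618 genes showed a median share of 0.107 of the called probe's change in WT brains (95% interval 0.0863 to 0.137, 0.113 in *nm1054* brains). The called probe was that of largest change in its gene, which lowers this share. Signal levels are not known here, and a probe at background cannot follow a change in expression. The share therefore does not decide whether expression of the whole gene changed. Strain variants under the probes could lower the signal of 129, but genes whose other probes do not follow were not higher in B6 significantly more often than the rest (Fisher exact p = 0.458 in WT and 0.0593 in *nm1054* brains), while on uncentred values, where the offset between the strains enters, the Fisher exact p in WT was 3.6e-18. A missed p had been set beforehand as evidence against variants, which was wrong, since the odds ratio interval of 0.812 to 1.59 in WT includes differences. Over 4-fold, 59 of 66 such genes and 14 of 15 of the rest were higher in B6 (Fisher exact p = 1). Strain variants, differences between transcripts of a gene and other probes without signal therefore cannot be told apart here.

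The share of WT strain calls higher in 129, 50.2%, is 29.3% when each array is centred on its median, a step that removes any offset of whole arrays and so tests no cause. Without WT B6 replicate 1 it is 48.8%, so this array alone is argued against as the source, but without WT B6 replicate 3 it is 62.9%, with 1278 higher and 755 lower in 129. Whether an offset is technical or a broad difference in expression cannot be separated in these values, and no biological explanation was tested.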
